# Toll-Like Receptor 7 Is Required for Lacrimal Gland Autoimmunity and Type 1 Diabetes Development in Male Nonobese Diabetic Mice

**DOI:** 10.3390/ijms21249478

**Published:** 2020-12-13

**Authors:** Ivy L. Debreceni, Michael S. Chimenti, David V. Serreze, Aron M. Geurts, Yi-Guang Chen, Scott M. Lieberman

**Keywords:** Sjögren syndrome, type 1 diabetes, Toll-like receptor 7, lacrimal gland, salivary gland

## Abstract

Sjögren syndrome (SS) is an immunologically complex, chronic autoimmune disease targeting lacrimal and salivary glands. Nonobese diabetic (NOD) mice spontaneously develop inflammation of lacrimal and salivary glands with histopathological features similar to SS in humans including focal lymphocytic infiltrates in the affected glands. The innate immune signals driving lymphocytic infiltration of these glands are not well-defined. Here we evaluate the role of Toll-like receptor (TLR) 7 in the development of SS-like manifestations in NOD mice. We created a *Tlr7* knockout NOD mouse strain and performed histological and gene expression studies to characterize the effects of TLR7 on autoimmunity development. TLR7 was required for male-specific lacrimal gland inflammation but not for female-specific salivary gland inflammation. Moreover, TLR7 was required for type 1 diabetes development in male but not female NOD mice. RNA sequencing demonstrated that TLR7 was associated with a type I interferon (IFN) response and a type I IFN-independent B cell response in the lacrimal glands. Together these studies identify a previously unappreciated pathogenic role for TLR7 in lacrimal gland autoimmunity and T1D development in male NOD mice adding to the growing body of evidence supporting sex differences in mechanisms of autoimmune disease in NOD mice.

## 1. Introduction

Sjögren syndrome (SS) is a chronic autoimmune disease that primarily targets lacrimal and salivary glands leading to progressive exocrine gland dysfunction and debilitating ocular and oral dryness [1]. The ensuing poor ocular and oral health may lead to defects in vision and difficulty with normal oral function such as talking and swallowing. Beyond these glandular manifestations, many individuals with SS develop autoimmunity affecting other organs, chronic musculoskeletal pain, and profound fatigue. The chronic immune stimulation is believed to contribute to the markedly increased risk of developing lymphoma. Current treatments largely aim to replace or augment tears and saliva but fail to adequately halt or reverse the chronic inflammation to prevent damage or progressive exocrine gland dysfunction. The lack of well-established therapeutics to modulate the immune response may relate to the gap in understanding of the early immunopathogenic mechanisms driving the exocrine gland inflammation.

Toll-like receptors (TLRs) are pattern recognition receptors that recognize a wide range of pathogen and damage associated molecules [2]. TLR signals in innate and adaptive immune cells play early roles in immune responses and have been linked to infections, cancer, and autoimmunity [3,4]. Studies of human salivary gland tissue, peripheral blood mononuclear cells (PBMCs), and mouse models of SS have identified pathogenic roles for several cell surface and intracellular TLRs in salivary gland autoimmunity [5]. TLRs are expressed at the ocular surface [6], but evidence for the role of TLRs in lacrimal gland autoimmunity is limited. Administration of a TLR3 agonist resulted in lacrimal gland inflammation in a non-autoimmune-prone mouse strain (C57BL/6) [7]. In an autoimmune-prone strain of mouse that spontaneously develops SS-like manifestations (NOD. B10Sn-*H2^b^*/J) lacrimal gland inflammation decreased when *Myd88*, which encodes a key adaptor in the signaling pathways of multiple TLRs, was disrupted [8] suggesting a pathogenic role for MyD88-dependent TLRs. TLR7 is MyD88-dependent, and a role for TLR7 was suggested by development of spontaneous lacrimal gland inflammation in autoimmune-prone mice (BXSB/MpJ-*Yaa*) in which males have increased expression of TLR7 [9].

TLR7, an endosomal TLR, has been implicated in multiple autoimmune diseases including SS and type 1 diabetes (T1D) [10,11,12,13]. TLR7 recognizes uridine-rich ssRNA and guanosine [14] and is expressed in monocytes, macrophages, dendritic cells, and B cells. Signaling through TLR7 is MyD88-dependent and uses NF-κB and interferon (IFN) regulatory factor pathways to drive expression of type I IFN and other inflammatory cytokines. In SS, *TLR7* expression was increased in PBMCs, and this increased expression positively correlated with IFN signatures in SS patients [15,16]. TLR7 has been detected in labial minor salivary glands of SS patients with expression noted in ductal cells and infiltrating immune cells [16,17]. A role for TLR7 has not been evaluated in nonobese diabetic (NOD) mice, which spontaneously develop SS-like manifestations and are a well-established model for the study of SS-like lacrimal and salivary gland autoimmunity [18].

The purpose of this study was to define the role of TLR7 in the spontaneous development of SS-like autoimmunity in NOD mice. We developed gene-edited NOD mice lacking *Tlr7* expression and found that male mice lacking TLR7 were protected from the spontaneous development of lacrimal gland inflammation, whereas females were not protected from spontaneous salivary gland inflammation. NOD mice are also a model of T1D given the spontaneous development of T1D in both sexes. In the absence of TLR7, male NOD mice were protected from T1D development, but females were not protected. Through RNA sequencing studies, we identified genes and pathways up-regulated in lacrimal glands of wild-type NOD mice compared to TLR7-deficient NOD mice and compared this gene set to a set of genes up-regulated in lacrimal gland disease in a type I IFN-dependent manner. Together, our findings suggest TLR7 plays a key pathogenic role in the development of lacrimal gland autoimmunity associated with a type I IFN response and with B cell responses in situ in a type I IFN-independent manner.

## 2. Results

### 2.1. Development of Tlr7 Knockout NOD Mice

To evaluate the role of TLR7 in the development of autoimmunity in NOD mice, we developed *Tlr7* knockout (KO) NOD mice through CRISPR/Cas9-mediated gene editing directly in NOD mouse embryos resulting in a 2 base-pair deletion in *Tlr7* (Figure 1A). *Tlr7* KO genotype was confirmed by gene sequencing, and lack of TLR7 protein in both male and female splenocytes was confirmed by intracellular flow cytometry (Figure 1B–D).

### 2.2. TLR7-Deficient NOD Mice Are Protected from Autoimmunity in a Sex-Specific Manner

NOD mice spontaneously develop autoimmunity targeting lacrimal and salivary glands (SS-like manifestations) and insulin-producing β cells in the endocrine pancreas (T1D manifestations). The SS-like manifestations occur in a sex-specific manner with males spontaneously developing lacrimal gland inflammation and females spontaneously developing salivary gland inflammation, while T1D manifestations occur in both sexes [19,20,21,22]. To determine the role of TLR7 in the SS-like autoimmune manifestations, we quantitated inflammation in lacrimal and salivary glands of 10-week-old WT and *Tlr7* KO NOD mice by standard focus-scoring. Lacrimal gland inflammation was markedly diminished with little to no inflammation detected in the glands from male *Tlr7* KO mice compared to WT male mice (Figure 2A,B). Neither WT nor *Tlr7* KO female mice developed lacrimal gland inflammation (Figure 2C,D) in accordance with the known male-specific occurrence of spontaneous lacrimal gland autoimmunity in NOD mice [19,23]. In contrast, females developed focal sialadenitis to a similar degree regardless of the presence or absence of TLR7 (Figure 2E,F). In accordance with the female-specific occurrence of spontaneous salivary gland autoimmunity in NOD mice ([20]), WT male NOD mice did not develop salivary gland inflammation (Figure 2G,H). Surprisingly, *Tlr7* KO male NOD mice developed some salivary gland inflammation (Figure 2G,H). T1D developed in most of both female and male WT NOD mice, but only male *Tlr7* KO mice were protected from T1D with 16 of 17 *Tlr7* KO male NOD mice diabetes free at 30 weeks (Figure 2I,J). While *Tlr7* is an X-linked gene that may escape X-linked inactivation [24], this does not explain the lack of protection from autoimmunity in female *Tlr7* KO mice given that the *Tlr7* KO NOD mice expressed no detectable TLR7 protein regardless of sex (Figure 1B–D). These data demonstrate a requirement for TLR7 in the development of lacrimal gland inflammation and T1D in male NOD mice but not for salivary gland inflammation or T1D in female NOD mice. Yet, the male-specific protection from autoimmunity was not global as the lack of TLR7 resulted in an increase in salivary gland inflammation in male mice. Thus, TLR7 may play more complex disease-promoting and disease-protecting functions depending on the target organ in male NOD mice, but TLR7 deficiency did not alter autoimmunity in either SS or T1D manifestations in female NOD mice.

### 2.3. RNA Sequencing of Whole Lacrimal Gland Tissue Implicates Key Immune Genes and Pathways

Given the broad possible TLR7-associated downstream signals among different immune and non-immune cells that may participate in lacrimal gland inflammation, we evaluated whole tissue gene expression patterns to identify genes and pathways that were up-regulated in lacrimal glands of WT compared to *Tlr7* KO NOD mice. We performed RNA sequencing on whole tissue RNA samples from lacrimal glands of WT and *Tlr7* KO NOD mice at ~20 weeks of age, a time when lacrimal gland inflammation was clear in WT but only minimally detected in KO NOD mice (Figure 3A). 

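RNA from whole lacrimal glands of 3 WT and 5 *Tlr7* KO NOD mice aged 20 to 22 weeks was sequenced, with 1 library per mouse. The authors quantified the reads against the transcriptome with salmon and summed transcript abundances to genes with tximport, so that a read matching several transcripts was shared among them. The table used here holds these estimated counts for 19058 genes, rounded to whole numbers and not normalized. Between 20512315 and 27174764 counts per WT mouse (median 24717272) and between 24857275 and 28814250 counts per *Tlr7* KO mouse (median 27553182) were assigned to genes. The paper gives a sequencing depth of 48–70 M reads/sample, and all values here rest on the counts assigned to genes. A floor of 3 counts corresponded to between 0.082 and 0.158 CPM, the count scaled to library size, across the mice, and such floors cover counting error only. The 10 most abundant genes took between 54% and 65.9% of the counts of each mouse, so library sizes were scaled with edgeR's TMM method, whose factors ranged from 0.687 in *Tlr7* KO 5 to 1.48 in WT 3. Genes with a summed count of at least 30 over the 3 WT mice were tested, 13937 in all. Groups were compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes tested, in a fit of the WT and *Tlr7* KO mice alone. Fold changes are given for KO relative to WT, so that a negative log2 fold change marks a gene up-regulated in WT.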

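*Tlr7* (ENSMUSG00000044583) lies on the minus strand of chromosome X of GRCm38, from 167304929 to 167330558. The deletion drawn in Figure 1A removes CG at 167308477 to 167308478. These bases lie in the last exon of each of the 5 annotated transcripts that carry the sequence of the figure, which have between 3 and 5 exons. In the 3 transcripts with the full reading frame they lie in codon 4 of 1050, and the shifted frame reaches a stop after 21 codons. *Tlr7* was measured at 2.39 ± 0.763 CPM (SD, n = 3) in WT and at 0.778 ± 0.176 CPM (SD, n = 5) in *Tlr7* KO lacrimal glands. The log2 fold change was -1.62 (standard error 0.281, adjusted p = 0.00343). Between 36 and 99 counts were assigned to the gene in WT mice and between 12 and 25 in *Tlr7* KO mice, so the transcript was lower in KO but still detected. Every WT mouse had a higher CPM than every KO mouse (two-sided exact permutation test, p = 0.0179, the smallest p that 3 mice against 5 allow).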

We identified 3936 significantly differentially expressed (DE) genes including 1398 genes with at least 2-fold-change between WT and KO. Of these, 1205 genes were up-regulated in WT and 193 were up-regulated in KO lacrimal glands (Figure 3B, Supplemental Table S1). 

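At an adjusted p under 0.05, 4528 of the 13937 genes tested were DE between WT and *Tlr7* KO lacrimal glands, and 6223 had an unadjusted p under 0.05. An estimated change of at least 2-fold was found for 1653 of the 4528. Requiring an adjusted p under 0.01 lowered the number of DE genes to 1888. Without WT 1 or WT 3 the number of DE genes was 2658 or 2510, and without WT 2 it was 6609. Of the DE genes, 2389 (52.8%) were lower in *Tlr7* KO and 2139 were higher. Among DE genes called after scaling by library size only, 97.3% were lower in *Tlr7* KO, and after a correction for GC content and transcript length 34.5% were.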

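With the cut-offs of an adjusted p under 0.05 and at least 2-fold change, 1422 genes were up-regulated in WT and 231 in *Tlr7* KO lacrimal glands. In 957 of the 1422 genes and 226 of the 231, every mouse of one group lay above every mouse of the other. Over all 13937 genes tested this held for 4299, and chance gives it for 3.57%. Scaling by library size only moved the median log2 fold change of all genes from -0.0373 to -0.54, and 2857 genes were then up-regulated in WT and 73 in KO. These 2857 included 1420 of the 1422. Without WT 1 or WT 3 the number up-regulated in WT was 806 or 731. Supplemental Table S1 was used here for 1999 of its 3936 genes, all with an adjusted p of at most 0.00361 in the paper and so a selection of its most significant genes, and 1981 of them were DE in the same direction. Among genes with a mean of at least 10 CPM in KO and no overlap between groups, *Scgb2b12*, *Nmu*, *Gm14135*, *Thrsp* and *Scgb2b19* had the largest increases in KO. *Scgb2b12* (ENSMUSG00000097982), a secretoglobin gene on chromosome 7 from 32325286 to 32327245, rose from 780.5 ± 706.5 CPM (SD, n = 3) in WT to 21160 ± 3099 CPM (SD, n = 5) in *Tlr7* KO. Its log2 fold change was 4.76 (standard error 0.611, adjusted p = 0.00139), and 5.80 without WT 2. Because secretoglobin genes have close copies whose reads can be shared between them, the change is uncertain for any single copy.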

Among the genes with highest differential expression up-regulated in WT were immunoglobulin genes, complement C4a, cytokines, chemokines, and other innate immunity genes (Table 1, Supplemental Table S1). 

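The 36 genes of Tables 1, 3 and 4 were all DE and at least 2-fold lower in *Tlr7* KO. *Ighg2c* (ENSMUSG00000076612), an immunoglobulin heavy chain constant gene on chromosome 12 from 113285325 to 113288932, was measured at 40.0 ± 10.8 CPM (SD, n = 3) in WT and 0.183 ± 0.254 CPM (SD, n = 5) in KO. Its log2 fold change was -7.91 (standard error 0.470, adjusted p = 0.000173) and stayed between -9.07 (without *Tlr7* KO 5) and -7.63 with each mouse left out in turn. *Ighg2b* (ENSMUSG00000076613), from 113302965 to 113307933 on the same chromosome, fell from 72.7 ± 26.2 CPM to 2.15 ± 0.706 CPM (SD, n = 3 and 5). Its log2 fold change was -5.10 (standard error 0.299, adjusted p = 0.000173). The variable gene *Ighv9-1* had a log2 fold change of -5.22 (standard error 0.619, adjusted p = 0.00082), and of -6.28 without *Tlr7* KO 1. Immunoglobulin genes form a family of similar sequences, so values of single members are uncertain, and *Ighv9-1* had a log2 fold change of -3.60 in the other deposited count table.
*C4a* (ENSMUSG00000015451), on chromosome 17 from 34809092 to 34823464, was near the floor, with 17 to 33 counts in WT mice and 1 to 4 in KO mice. The log2 fold change of *C4a* was -2.84 (standard error 0.427, adjusted p = 0.00198). In the other deposited count table, *C4a* had 3 to 22 counts in WT mice and 3 to 9 in KO mice, and the log2 fold change was -0.77 (standard error 0.535, adjusted p = 0.296). Its paralog *C4b*, chosen after its values were seen, had 535 to 1798 counts in WT mice and a log2 fold change of -0.77 (standard error 0.24, adjusted p = 0.039).
The cytokine gene *Il21* (ENSMUSG00000027718), on chromosome 3 from 37222759 to 37232636, was measured at 1.01 ± 0.744 CPM (SD, n = 3) in WT. It had at most 1 count in each KO mouse, so it was at least 7.89-fold lower in KO (adjusted p = 0.00163). Among chemokine genes, *Cxcl13* fell from 33.9 ± 12.7 CPM to 4.54 ± 2.25 CPM (SD, n = 3 and 5), a log2 fold change of -2.90 (standard error 0.376, adjusted p = 0.00204). *Ccl19* and *Ccl20* had log2 fold changes of -2.69 (adjusted p = 0.0116) and -3.36 (adjusted p = 0.000756). Without WT 3, the adjusted p of *Ccl19* was 0.0623.

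**Figure D1:**
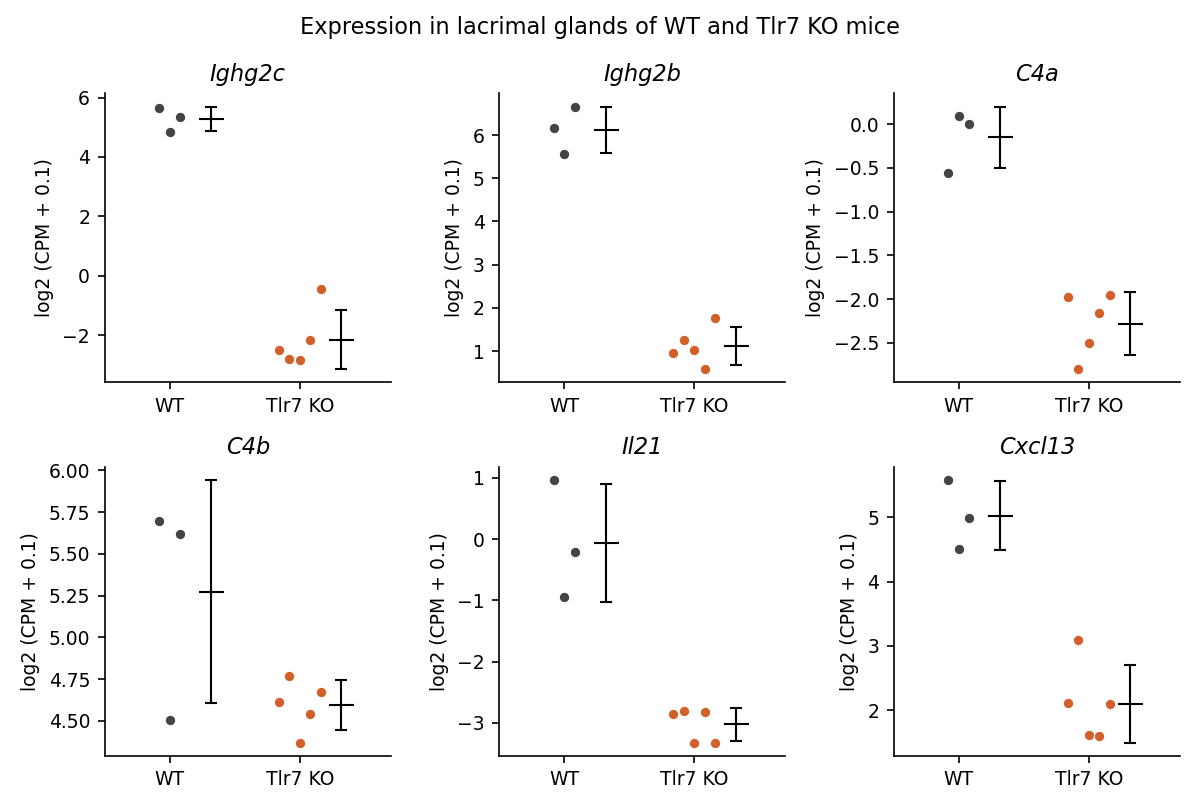
Log2 of CPM plus 0.1 for *Ighg2c*, *Ighg2b*, *C4a*, *C4b*, *Il21* and *Cxcl13* in 3 WT and 5 *Tlr7* KO mice, with each mouse as a dot and the mean ± SD as a bar. For each gene except *C4b*, every WT mouse lies above every KO mouse.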

To identify relevant TLR7-dependent pathways associated with lacrimal gland inflammation, we performed pathway analyses using the iPathwayGuide platform, which includes over-representation analysis of DE genes and, where applicable, incorporates the perturbation through impact analysis for pathways that have clear gene-gene interactions and directionality [25] (Table 2, Table 3 and Table 4, Supplemental Tables S2–S4). 

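The genes that the paper lists for its cell adhesion molecule and cytokine-cytokine receptor interaction pathways were examined in the same comparison. Of the 66 genes of Supplemental Table S3, 62 were DE here in the direction the paper gives, and 53 were at least 2-fold lower in *Tlr7* KO. Their median log2 fold change was -1.69. Of the 76 genes of Supplemental Table S4, 73 were DE in the paper's direction and 46 were at least 2-fold lower, with a median log2 fold change of -1.45. Without WT 1 or WT 3, 32 or 30 of the Table S3 genes and 35 or 34 of the Table S4 genes were DE. Since the tables hold only genes that the authors called DE in these mice, the counts are not independent evidence and no enrichment was tested.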

We validated the differential gene expression for several genes from those mostly highly DE and from the cytokine-cytokine receptor pathway (Figure 4).

### 2.4. TLR7 Drives Up-regulation of Type I IFN-Dependent and -Independent Genes in Lacrimal Glands

We have previously demonstrated that type I IFN signaling is required for lacrimal gland inflammation in NOD mice [23]. Given that TLR7 is a known driver of type I IFN, we wondered to what extent the gene expression profiles above reflected the lack of a type I IFN response in *Tlr7* KO mice. To address this, we compared the set of genes up-regulated in lacrimal glands of WT compared to *Tlr7* KO NOD mice (Figure 3B) with a similar set of genes up-regulated in lacrimal glands of WT compared to type I IFN signaling-deficient (*Ifnar1* KO) NOD mice [26]. Of note, these data were generated at the same time and the WT reference group is the same for both comparisons. 

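RNA from lacrimal glands of 3 *Ifnar1* KO NOD mice was sequenced and quantified in the same way, and these mice were compared with the 3 WT mice of the first comparison. Between 25542645 and 26845375 counts per *Ifnar1* KO mouse (median 26767872) were assigned to genes. A further *Ifnar1* KO sample, which the paper dropped because it clustered with WT in the PCA plot and had WT-level inflammation, is not used here. The same 13937 genes were tested in a fit of the WT and *Ifnar1* KO mice alone. At an adjusted p under 0.05, 2648 genes were DE, 1684 (63.6%) of them lower and 964 higher in *Ifnar1* KO, and 5219 had an unadjusted p under 0.05. After scaling by library size only, 95.1% of the DE genes were lower, and after a correction for GC content and transcript length 38.3% were. At least 2-fold change was found for 1386 genes up-regulated in WT and 165 up-regulated in *Ifnar1* KO. The groups did not overlap in 1374 and 165 of these. Over all genes tested they did not overlap in 5831, and chance gives this for 10%. The number of DE genes was 22 without WT 1, 88 without WT 3 and 4718 without WT 2. No gene was DE without *Ifnar1* KO 1 or *Ifnar1* KO 3, with 4387 or 3801 genes at an unadjusted p under 0.05, and 1708 were DE without *Ifnar1* KO 2. *Ifnar1* (ENSMUSG00000022967), on chromosome 16 from 91485238 to 91507441, was measured at 13.5 ± 2.63 CPM in WT and 9.02 ± 0.648 CPM in *Ifnar1* KO (SD, n = 3 each). Its log2 fold change was -0.61 (standard error 0.171, adjusted p = 0.046), with an adjusted p between 0.102 and 0.138 without WT 1, WT 3 or any 1 of the *Ifnar1* KO mice.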

We limited our analysis to those genes significantly DE with at least 2-fold increased expression in WT compared to the relative KO lacrimal glands. 

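The genes up-regulated in WT at least 2-fold with an adjusted p under 0.05 were compared between the *Tlr7* KO and *Ifnar1* KO comparisons. On both lists were 957 genes, which is 67.3% of the 1422 TLR7-dependent genes and 69% of the 1386 IFNAR1-dependent genes. The median log2 fold change of the 957 genes was -1.72 in *Tlr7* KO and -2.42 in *Ifnar1* KO. A further 465 genes were on the TLR7-dependent list alone and 429 on the IFNAR1-dependent list alone. Across the 13937 genes, which are not independent replicates, the log2 fold changes of the comparisons correlated at 0.815, and 86.3% of genes changed in the same direction. Because the comparisons share their WT mice, unchanged groups also correlate. With differences of mean log2 CPM the correlation was 0.857, against 0.522 to 0.58 in 20 sets of 11 simulated unchanged mice. When the real mice, each less its group mean, were dealt at random into groups of these sizes, the median correlation was 0.591 and 1 of 100 deals gave as high a correlation, or 2 of 100 with a random sign for each mouse. By estimate 1454 genes were at least 2-fold lower in both knockouts, against at most 50 in the simulated mice, 301 in the deals and 459 with random signs. The number of genes on both lists was 1632 without WT 2, 11 without WT 1 and 26 without WT 3. Of these, 937, 10 and 22 were among the 957. None was found without *Ifnar1* KO 1 or *Ifnar1* KO 3, where the IFNAR1-dependent list was empty. At an adjusted p under 0.01, where 5219 genes still had an unadjusted p under 0.05 in the *Ifnar1* KO comparison, the overlap was 0.

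**Figure D2:**
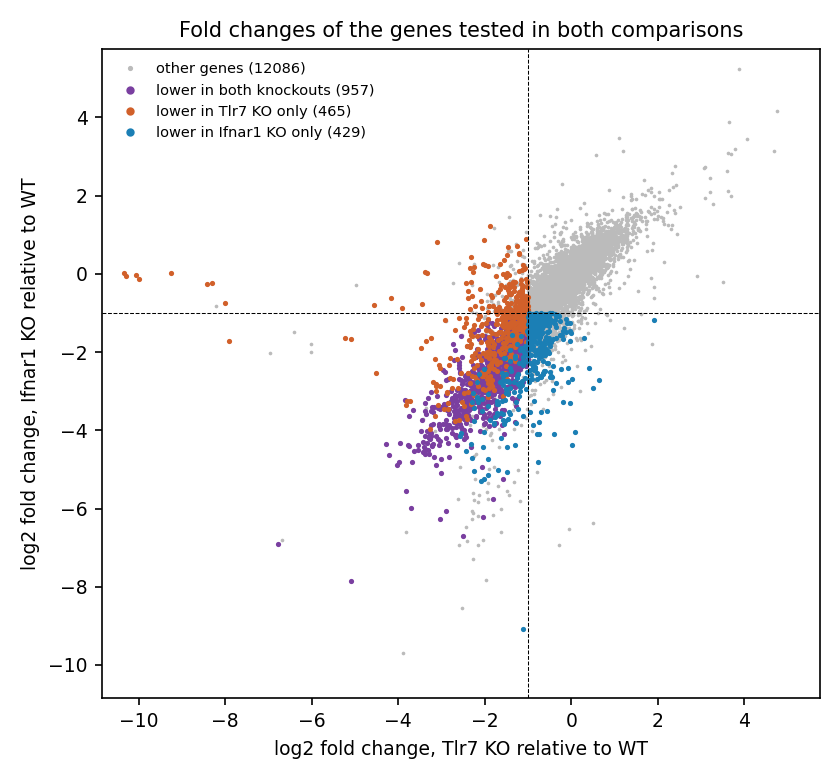
Log2 fold change relative to WT in *Tlr7* KO (x axis) and in *Ifnar1* KO (y axis), with each of the 13937 genes as a point. Colours mark the 957 genes on both lists, the 465 on the TLR7-dependent list alone, the 429 on the IFNAR1-dependent list alone and all others.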

Of the 1205 TLR7-dependent genes up-regulated in lacrimal glands of WT NOD mice, 997 (83%) were also up-regulated in a type I IFN-dependent manner (Figure 5A, Supplemental Table S5). These genes were enriched for clusters of pathways and processes involved in T cell and adaptive immune responses (Figure 5B, middle). 

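The gene sets of the paper's enrichment tool were not used here, and 7 lists of marker genes were examined in their place, with the genes of Tables 1, 3 and 4 left out. Of 25 T cell genes, 14 were among the 957 genes common to both data sets, against 1.72 expected by chance (one-sided Fisher's exact test, adjusted p = 5.41e-10 over 21 tests). Without WT 1, WT 3, *Ifnar1* KO 1 or *Ifnar1* KO 3 none was, and without *Tlr7* KO 1, *Tlr7* KO 4 or *Tlr7* KO 5 there were 4. A further 5 T cell genes, *Zap70*, *Cd3d*, *Gzmk*, *Bcl11b* and *Il2rb*, were unique to TLR7 (adjusted p = 0.00371). This fell to between 0 and 3 without WT 1, WT 2, WT 3, *Ifnar1* KO 2, *Tlr7* KO 3, *Tlr7* KO 4 or *Tlr7* KO 5. *Cd5* and *Thy1* were unique to IFNAR1, and these 7 genes were named after their values were seen. The median log2 fold change of the 25 genes was -1.79 in *Tlr7* KO (limma's camera test, adjusted p = 2.02e-06), where all 25 were lower and 19 were DE, 22 when adjusted over the list alone. In *Ifnar1* KO it was -2.91 (adjusted p = 8.58e-09), with 16 DE, 24 when adjusted over the list alone. Of the 22 B cell genes, 20 were common to both data sets, against 1.51 expected (adjusted p = 6.38e-21, Fisher's exact test). None was without WT 1, WT 3, *Ifnar1* KO 1 or *Ifnar1* KO 3. Their median log2 fold changes were -3.04 in *Tlr7* KO (adjusted p = 2.36e-09) and -4.09 in *Ifnar1* KO (adjusted p = 5.46e-10). With genes at the floor set to their bound, the medians in *Ifnar1* KO were -2.89 for the T cell and -4.04 for the B cell genes. Fisher's exact test counts the genes of a list as independent. The estimated correlation between B cell genes was 0.793 in the *Tlr7* KO and 0.856 in the *Ifnar1* KO comparison. Between T cell genes it was 0.796 and 0.814. The p values of Fisher's test, here and below, therefore overstate the evidence that so few mice give. Camera was run with a preset correlation between genes of 0.01. Of its calls, limma's fry kept the B cell and immunoglobulin genes in *Tlr7* KO and the interferon-stimulated genes between the knockouts, and camera with an estimated correlation kept none.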

A smaller set of genes (208) was uniquely up-regulated in WT lacrimal glands in a TLR7-dependent but IFNAR1-independent manner (Figure 5A, Supplemental Table S5), and these genes were enriched for B cell responses (Figure 5B, top). 

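The 465 genes unique to TLR7 had a median log2 fold change of -1.52 in *Tlr7* KO and of -1.25 in *Ifnar1* KO. In *Ifnar1* KO, 436 of the 465 were lower than in WT and 291 at least 2-fold lower by estimate, without reaching an adjusted p under 0.05 together with 2-fold change. The number of genes unique to TLR7 was 252 with all 11 mice in a single fit and 2027 after scaling by library size only. Without 1 mouse it was 795 (WT 1), 705 (WT 3), 306 (*Tlr7* KO 1), 297 (*Tlr7* KO 3) and 1422 (*Ifnar1* KO 1 or *Ifnar1* KO 3). When *Tlr7* KO and *Ifnar1* KO lacrimal glands were compared with each other, 23 of the 465 were lower in *Tlr7* KO at an adjusted p under 0.05 (49 when adjusted over the category alone, 93 at an unadjusted p under 0.05). This number was 36 without *Ifnar1* KO 2 and from 11 to 14 without *Ifnar1* KO 1, *Tlr7* KO 1, *Tlr7* KO 3, *Tlr7* KO 4 or *Tlr7* KO 5.
The list of 160 immunoglobulin genes tested held 50 of the 465 genes, against 5.34 expected (one-sided Fisher's exact test, adjusted p = 7.98e-34), and 3 of the 50 (*Ighv6-6*, *Igkv12-41* and *Ighv1-55*, named after their values were seen) differed between the knockouts over all genes tested. Of the 22 B cell genes, *Vpreb3* was unique to TLR7 (adjusted p = 0.921, Fisher's exact test), and of 10 plasma cell genes *Irf4* and *Jchain* were (adjusted p = 0.0977, Fisher's exact test). These 3 genes were named after their values were seen. The B cell gene in this category rose to 16, 18, 21 and 21 genes without WT 1, WT 3, *Ifnar1* KO 1 and *Ifnar1* KO 3. The immunoglobulin genes had a median log2 fold change of -0.46 in *Ifnar1* KO (adjusted p = 0.0391), which was -0.24 without WT 1, -0.29 without *Ifnar1* KO 1, -0.37 without *Ifnar1* KO 3 (adjusted p = 0.0872, 0.293 and 0.216) and -0.77 without *Ifnar1* KO 2. Over the alternatives to this result (immunoglobulin genes, set test, WT vs Ifnar1 KO), the adjusted p ranged from 2.12e-05 to 0.643. The score of a list, the mean log2 CPM of its genes, was 1.51 ± 0.247 (SD, n = 3) in WT, 0.20 ± 0.337 (SD, n = 5) in *Tlr7* KO and 1.06 ± 0.548 (SD, n = 3) in *Ifnar1* KO for the immunoglobulin genes. For the B cell genes it was 3.16 ± 0.93, 0.44 ± 0.814 and -0.51 ± 1.25 in the same groups.

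**Figure D3:**
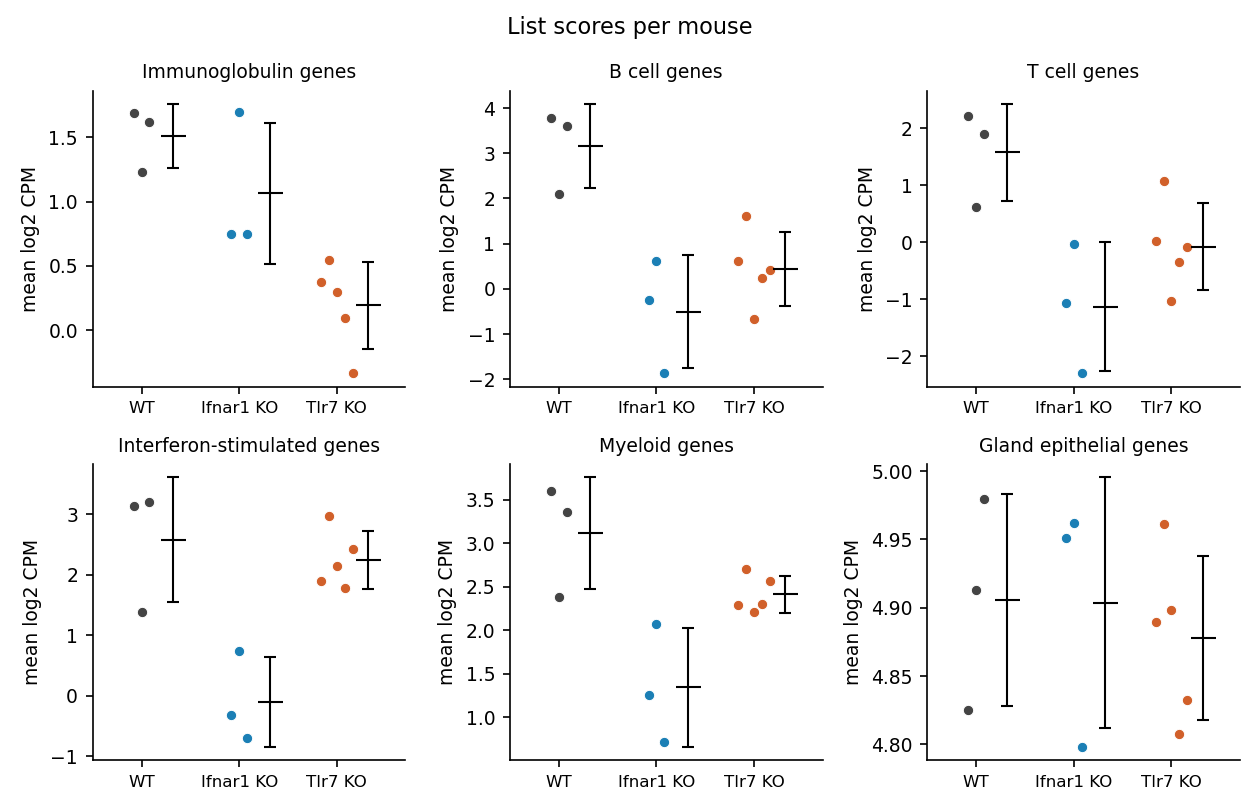
Mean log2 CPM of 6 lists of marker genes in 3 WT, 5 *Tlr7* KO and 3 *Ifnar1* KO mice, with each mouse as a dot and the mean ± SD as a bar. The immunoglobulin score is lowest in *Tlr7* KO, and the interferon-stimulated score is lowest in *Ifnar1* KO.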

Genes up-regulated in WT lacrimal glands in an IFNAR1-dependent but TLR7-independent manner enriched for clusters of pathways and processes of innate immune functions (Figure 5B, bottom). Together, these data indicate that TLR7 largely drives a type I IFN response but that type I IFN drives a separate set of innate immune genes in a TLR7-independent manner, while TLR7 drives B cell-related processes within the lacrimal glands in a type I IFN-independent manner.

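The 429 genes unique to IFNAR1 had a median log2 fold change of -1.73 in *Ifnar1* KO and of -0.85 in *Tlr7* KO, where 420 were lower than in WT and 110 at least 2-fold lower by estimate. The count of genes unique to IFNAR1 was 62 after scaling by library size only. It was 4 without WT 1, 43 without WT 3 and 0 without *Ifnar1* KO 1 or *Ifnar1* KO 3. Of the 33 interferon-stimulated genes, 25 were unique to IFNAR1, against 1.02 expected (one-sided Fisher's exact test, adjusted p = 9.38e-31), and 14 of the 25 differed between the knockouts. Their median log2 fold change was -2.99 in *Ifnar1* KO (adjusted p = 6.56e-12), with 25 DE, 32 when adjusted over the list alone. In *Tlr7* KO it was -0.55 (adjusted p = 0.293), where no gene was DE and 5 had an unadjusted p under 0.05. For this result (interferon-stimulated genes, set test, WT vs Tlr7 KO), the adjusted p ranged from 0.000226 to 0.98 over the alternatives. Leaving out WT 2 gave -0.93, with an adjusted p at the lower end of that range, and 11 interferon-stimulated genes common to both data sets. The median was -0.36 without WT 1 and -0.26 without WT 3. Of 23 myeloid genes, 10 were unique to IFNAR1 (0.708 expected, adjusted p = 2.31e-09, Fisher's exact test) and 7 were common (adjusted p = 0.00228, Fisher's exact test). No interferon-stimulated gene was unique to IFNAR1, and no myeloid gene was unique to IFNAR1 or common, without WT 1, WT 3, *Ifnar1* KO 1 or *Ifnar1* KO 3. The median log2 fold change of the myeloid genes was -0.73 in *Tlr7* KO (adjusted p = 0.000271, 12 DE) and -2.04 in *Ifnar1* KO (adjusted p = 4.77e-08, 17 DE).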

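Membership of one list and not the other does not test a difference between the knockouts, so *Tlr7* KO and *Ifnar1* KO lacrimal glands were also compared directly, in a fit of these 8 mice. At an adjusted p under 0.05, 211 genes differed, 104 (49.3%) lower and 107 higher in *Tlr7* KO, and 2212 had an unadjusted p under 0.05. After scaling by library size only, 68.3% were lower in *Tlr7* KO. The number of genes that differed was 867 without *Ifnar1* KO 2 and between 81 and 130 without any other of the 8 mice. Of the 429 genes unique to IFNAR1, 43 were lower in *Ifnar1* KO than in *Tlr7* KO (192 when adjusted over the category alone), and 160 were without *Ifnar1* KO 2. The number was from 0 to 4 without WT 1, WT 3, *Ifnar1* KO 1 or *Ifnar1* KO 3, and from 16 to 22 without *Tlr7* KO 1, *Tlr7* KO 3, *Tlr7* KO 4 or *Tlr7* KO 5. Of the 957 common genes, *Lcp2*, *Phf11a*, *C1ra* and *Ifi214*, named after their values were seen, differed, all 4 higher in *Tlr7* KO, and 0 genes when adjusted over the category alone. *Irf7* had the largest increase in *Tlr7* KO relative to *Ifnar1* KO among the genes with at least 10 CPM and no overlap between groups. Its log2 difference was 3.67 (standard error 0.58, adjusted p = 0.0393), with an adjusted p of up to 0.16, and above 0.05, without *Ifnar1* KO 1, *Ifnar1* KO 3, *Tlr7* KO 1, *Tlr7* KO 3, *Tlr7* KO 4 or *Tlr7* KO 5. It was 4.27 without *Ifnar1* KO 2. *Ighg2c* had the largest decrease, -6.21 (standard error 0.866, adjusted p = 0.0293), with an adjusted p between 0.0707 and 0.0854 without *Ifnar1* KO 1 or any 1 of *Tlr7* KO 1 to *Tlr7* KO 4. Over the mice left out in turn (Ighg2c, Ifnar1 KO vs Tlr7 KO), the value was -5.23 without *Ifnar1* KO 2 and -7.37 without *Tlr7* KO 5. The transcription factor *Bcl6* was higher in *Tlr7* KO by 2.80 (standard error 0.214, adjusted p = 0.00217). From the overlap of the lists and the enrichments of their genes, the paper concludes that TLR7 for the most part drives a type I IFN response. It further concludes that type I IFN drives a separate set of innate immune genes without TLR7, and that TLR7 drives B cell-related processes without type I IFN.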

## 3. Discussion

TLR7 has been implicated in multiple autoimmune diseases including SS and T1D [10,11,12,13]. As an X-linked gene, *TLR7* may escape X-linked inactivation leading to increased TLR7 levels that have been associated with increased systemic autoimmunity (such as SS) in individuals with more than one X chromosome [24,27,28]. Here, we evaluated the role of TLR7 in the spontaneous autoimmune manifestations in NOD mice by creating *Tlr7* KO NOD mice. We found that male NOD mice were protected from development of lacrimal gland inflammation and T1D development, while female NOD mice were not protected from developing salivary gland inflammation or T1D. This was not due to an X-linked phenomenon as TLR7 protein was not detected in either male or female *Tlr7* KO mice. Surprisingly, TLR7-deficiency resulted in development of salivary gland inflammation in some males, but no females (WT or *Tlr7* KO) developed lacrimal gland inflammation. These data suggest different disease mechanisms in the development of SS and T1D manifestations in male and female NOD mice with a role for TLR7 in promoting or protecting from disease manifestations in males but not females.

For the SS manifestations, we have previously demonstrated that male-specific lacrimal gland inflammation required intact type I IFN signaling [23]. In contrast, female salivary gland inflammation required intact type II IFN signaling as *Ifng* or *Ifngr* KO NOD mice failed to develop salivary gland inflammation [29]. Interestingly, male type II IFN signaling-deficient NOD mice were not protected from development of lacrimal gland inflammation [29], and female type I IFN signaling-deficient NOD mice were not protected from developing salivary gland inflammation (our unpublished observation). Thus, the two sex-dependent SS manifestations in NOD mice are dependent on different IFN signaling pathways. Studies in humans have demonstrated that a positive IFN-signature in individuals with SS may be dominated by type I IFN, type II IFN, or a combination of type I and type II IFN [30]. Together, these findings suggest that spontaneous SS-like disease in NOD mice may represent two different mechanisms of disease found in humans, with lacrimal gland disease in male NOD mice representing the type I IFN-dependent disease in humans and salivary gland disease in female NOD mice representing the type II IFN-dependent disease in humans. This is supported in part by recent demonstration of similarities in gene expression profiles in lacrimal glands of male NOD mice and salivary glands of humans, though that study did not specifically limit the human data to type I IFN-dominant disease [31].

TLR7 signaling is a well-established type I IFN-driving stimulus, which is in accordance with our findings of the requirement of TLR7 for male-specific lacrimal gland inflammation in NOD mice but not for female-specific salivary gland disease. In support of this, a large majority (>80%) of genes up-regulated in lacrimal glands of WT NOD mice in a TLR7-dependent manner overlap with those genes up-regulated in a type I IFN-signaling-dependent manner. These genes were enriched for pathways involved in the adaptive immune response. Interestingly, though, the smaller portion of genes up-regulated in a TLR7- but not IFNAR1-dependent manner enriched for pathways related to B cell responses suggesting a unique role for TLR7 signaling in B cell responses within lacrimal glands. In SS, B cells may play pathogenic roles through several mechanisms including production of autoantibodies, presentation of autoantigens to T cells, and production of inflammatory cytokines [32]. In B cell-deficient NOD mice, the initiation of lacrimal and salivary gland inflammation was not prevented [33]. However, in WT NOD mice, B cells are present within gland infiltrates and accumulate in the lacrimal glands over time [31,34]. Together with our data here, these studies suggest that B cells are not required for initiation of exocrine gland inflammation but may contribute to the continued inflammation within the glands in a TLR7-dependent manner. In support of a pathogenic role for TLR7 in lacrimal gland inflammation, male BXSB/MpJ-*Yaa* mice develop spontaneous lacrimal gland inflammation [9]. These mice express higher levels of TLR7 due to translocation of X chromosome genes including *Tlr7* to the Y chromosome resulting in increased TLR7 protein expression [35]. Notably, the lacrimal gland infiltrates in these mice were dominated by B cells [9]. In B cells from humans with SS, *TLR7* up-regulation has also been reported [16,36]. TLR7 is expressed by many cells beyond B cells, and additional studies are necessary to determine if the pathogenic role of TLR7 in driving lacrimal gland inflammation in NOD mice is B cell-intrinsic and/or dependent on other TLR7-expressing cells.

While the different IFN-dependencies in the sex-specific SS manifestations in NOD mice may explain the male-specific protection from lacrimal gland disease in *Tlr7* KO mice, this does not explain the sex differences in T1D protection. Studies of IFN signaling-deficient NOD mice suggested a more complex role for type I and II IFN signaling in T1D development. Female NOD mice lacking either *Ifnar1* or *Ifngr1* showed some (but incomplete) protection, but males were protected only when both IFN receptor genes were disrupted [22]. Notably, other studies reported no change in T1D development in female NOD mice deficient in type I IFN signaling [37] or type II IFN signaling [38], but these studies did not assess disease in males. In contrast to SS manifestations in NOD mice that occur only in one sex (lacrimal disease in males, salivary gland disease in females), T1D may develop in both males and females, though with different incidence generally favoring increased disease in females. The female T1D bias related to differences in microbiota and was lost when NOD mice were kept in germ free conditions [39,40]. MyD88-dependent signaling contributed to the role of microbiota on T1D development in NOD mice. Both male and female MyD88-deficient NOD mice were protected from diabetes but only when gut microbiota were present [41]. TLR7 signaling is MyD88-dependent, but our findings here demonstrate a role for TLR7 signaling in T1D development only in males suggesting other MyD88-dependent TLRs may compensate for the loss of TLR7 in females in our studies. TLR2-deficient female NOD mice were partially protected from T1D development, and this also required the presence of microbiota [42]. Both male and female TLR9-deficient NOD mice were protected from developing T1D [43]. Together these data suggest that multiple TLRs play pathogenic roles in T1D development in NOD mice, but these roles differ between sexes with TLR7 providing a non-redundant role in T1D development specifically in male NOD mice. Whether these sex differences in the role of TLR7 in T1D development also depend on microbiota remains to be determined.

To better understand the role of TLR7 in lacrimal gland autoimmunity, we performed RNA sequencing studies on lacrimal glands and identified both common and unique immune pathways up-regulated in TLR7 or type I IFN-signaling-dependent manners. TLR7-dependent (but type I IFN-independent) pathways suggested a role for TLR7 in driving B cell responses in the lacrimal glands. Given the role of TLR7 in B cell biology, it is not surprising that three of the top five DE genes in WT lacrimal glands were immunoglobulin-related genes. 

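Among DE genes with a mean of at least 10 CPM in WT and no overlap between WT and *Tlr7* KO mice, the 5 with the largest decreases in KO were *Ighg2c*, *Ighg2b*, *Gm21718*, *Asgr1* and *H2-Ob*. *Gm21718* (ENSMUSG00000094991) is annotated as a long non-coding RNA on chromosome 14. It had a log2 fold change of -4.52 (standard error 0.627, adjusted p = 0.00271), and -3.19 without WT 2. *Asgr1* (ENSMUSG00000020884), on chromosome 11 from 70054085 to 70057894, fell from 19.5 ± 11.4 CPM (SD, n = 3) to 1.30 ± 0.457 CPM (SD, n = 5), a log2 fold change of -3.91 (standard error 0.482, adjusted p = 0.00177). *H2-Ob* had an adjusted p of 0.00706. Of the 160 immunoglobulin genes tested outside Tables 1, 3 and 4, 151 were lower in *Tlr7* KO and 62 were DE and lower, 65 when adjusted over the list alone. Their median log2 fold change was -1.29 (limma's camera test, adjusted p = 7.04e-13). Among constant region genes chosen after their values were seen, *Ighm* had a log2 fold change of -2.75 (adjusted p = 0.0009) and *Igha* of -0.91 (adjusted p = 0.00657). *Ighg1*, chosen in the same way, had -0.66 and was not DE (adjusted p = 0.283).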

The remaining genes in the top 5 DE in WT lacrimal glands in a TLR7-dependent manner (*C4a* and *Il21*) also play roles in B cell responses. *C4a* encodes complement protein 4a, which plays a key role in both the classical and lectin pathways of the complement cascade [44]. Deficiency in complement C4 protein has been associated with systemic autoimmunity in humans including the recent finding that copy number variations in the *C4A* and *C4B* genes were associated with increased risk of SS [45]. In humans, though, a decrease in copy number resulting in lower protein levels was associated with higher risk of autoimmunity, which is contrary to our findings of an increase in *C4a* expression associated with lacrimal gland inflammation in WT mice. Since complement proteins are involved in the clearance of cell debris, the up-regulation of *C4a* may be a consequence of the epithelial cell damage in the context of inflammation rather than a cause in NOD mice, and the lack of C4 proteins due to decreased copy number variations in the associated genes in humans may contribute to ongoing inflammation by failing to adequately clear the debris. Given that NOD mice are deficient in C5, which is downstream of C4, they may have a similar deficiency in clearing cell debris through complement-mediated mechanisms [46]. Despite the association of deficiencies in C4 with autoimmunity, laser capture microdissection coupled with gene expression studies demonstrated an increase in *C4A* expression in ductal cells isolated from minor salivary glands of individuals with SS compared to healthy controls [47]. Together, these results suggest that C4 plays a role in the immune regulation and/or dysregulation in the development of SS autoimmunity, but additional studies are needed to further define these mechanisms.

Interleukin-21 (IL-21) is an inflammatory cytokine produced by innate and adaptive immune cells that promotes B and T cell responses and may affect innate immune and non-immune cell functions. The role of IL-21 in SS has been reviewed [48] and is further discussed in our recent report demonstrating decreased lacrimal gland inflammation in *Il21* KO NOD mice [26]. IL-21 may be produced by follicular helper CD4 T cells (Tfh), which are characterized by expression of chemokine receptor CXCR5 and transcription factor BCL6. In NOD lacrimal glands, another IL-21-producing CD4 population that lacks these classic Tfh markers has been identified [31]. This population of CD4 T cells expressed high levels of PD1, ICOS, CD73, and CD200 by flow cytometry, and transcriptional analyses demonstrated increased expression of *Tbx1*, *Tnf*, and *Ifng* suggesting a Th1-type profile. Among the genes up-regulated in these IL-21-producing CD4 T cells was *Sostdc1*, which we have also identified here as being highly DE in lacrimal glands of WT NOD mice in a TLR7-dependent manner. 

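*Sostdc1* (ENSMUSG00000036169), on chromosome 12 of GRCm38 from 36314139 to 36318452, was measured at 1.04 ± 0.382 CPM (SD, n = 3) in WT and at 0.0758 ± 0.0939 CPM (SD, n = 5) in *Tlr7* KO lacrimal glands. Between 16 and 42 counts were assigned to it in WT mice and at most 5 in KO mice. Its log2 fold change was -3.70 (edgeR, standard error 0.694, adjusted p = 0.00474), and it stayed between -4.51 (without *Tlr7* KO 2) and -3.37 with each mouse left out in turn. In *Ifnar1* KO, where at most 1 count was assigned to the gene in each mouse, it was at least 9.19-fold lower than in WT (adjusted p = 0.0195). For this result (Sostdc1, WT vs Ifnar1 KO), the adjusted p was between 0.0544 and 0.0759 without WT 1, WT 3, *Ifnar1* KO 1 or *Ifnar1* KO 3.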

*Sostdc1* encodes Sclerostin domain-containing protein 1, a secreted protein that antagonizes both Wnt/β-catenin and bone morphogenetic protein signaling. *Sostdc1* plays many roles in development of tissues (including development of the eye [49]) and in promoting cancer. Recent study using SOSTDC1-reporter mice identified a potential regulatory role for Tfh-secreted SOSTDC1 in promoting the development of regulatory follicular T cells in germinal centers following viral infection or immunization [50]. Notably, these SOSTDC1-secreting Tfh cells expressed lower levels of *Il21* and lost the ability to help B cells. Whether the up-regulated *Sostdc1* in WT NOD lacrimal glands plays a pathogenic or regulatory role remains to be determined.

In summary, TLR7 is required for the spontaneous autoimmune manifestations that develop in WT male NOD mice including lacrimal gland inflammation and T1D development but is dispensable for the salivary gland inflammation and T1D that spontaneously develops in females. Moreover, TLR7 may provide a protective role in salivary gland disease in male NOD mice. In lacrimal glands, TLR7 is associated with many adaptive immune response genes common to a type I IFN response but also promotes B cell activity within the lacrimal glands in a type I IFN-independent manner. Previous microarray studies have identified increased *Tlr7* expression (~3-fold) in lacrimal glands from WT male compared to female NOD mice [51], which may be dependent on type I IFN signaling as *Tlr7* was expressed ~4-fold greater in WT male NOD lacrimal glands compared to *Ifnar1*-deficient male NOD lacrimal glands [26]. Thus, the pathogenic roles of TLR7 and type I IFN signaling in lacrimal gland autoimmunity in NOD mice are complex (Figure 6). 

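In the RNA sequencing data examined here, *Tlr7* in *Ifnar1* KO lacrimal glands had a log2 fold change of -2.10 (edgeR, standard error 0.454, adjusted p = 0.0273) relative to WT, which is 4.29-fold greater expression in WT. It was measured at 0.562 ± 0.289 CPM (SD, n = 3) in *Ifnar1* KO, with 6 to 22 counts per mouse. The adjusted p was between 0.08 and 0.0875 without WT 1, WT 3, *Ifnar1* KO 1 or *Ifnar1* KO 3. Between *Tlr7* KO and *Ifnar1* KO lacrimal glands, *Tlr7* was not shown to differ (log2 difference 0.45, adjusted p = 0.593).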

Additional functional studies are required to determine the direct roles of TLR7 signaling in driving the gene expression changes reported here or, instead, to determine if additional complex interactions downstream of TLR7 are required. One key unanswered question that remains is what TLR7 ligands trigger the TLR7 response in lacrimal glands in the context of SS-like autoimmunity. While the possibility of an exogenous viral trigger for TLR7 signaling was not formally assessed, we favor the possibilities of either an endogenous retrovirus or an endogenous nonviral ligand released from dying epithelial or immune cells during lacrimal gland inflammation. In these regards, the recent identification of a new endogenous TLR7 ligand, U11snRNA [52], may warrant further study in NOD mice. Ultimately, identifying the innate signals that drive lacrimal gland inflammation will provide targets for novel diagnostic tests and therapeutic modalities.

## 4. Materials and Methods

### 4.1. Mice

Male and female NOD/ShiLtJ (NOD) mice were purchased from The Jackson Laboratory (Bar Harbor, ME) and bred in our colonies. The recently described NOD. *Ifnar1^em16/em16^* (*Ifnar1* KO) mice were bred in our colony [23]. Generation of NOD. *Tlr7*^−/−^ (*Tlr7* KO) mice were accomplished through targeting the *Tlr7* gene by CRSPR/Cas9-mediated gene editing. NOD mouse embryos were microinjected with 3 pL of a solution containing Cas9 mRNA and single guide RNA (sgRNA) at respective concentrations of 100 ng/mL and 50 ng/mL. The sgRNA sequence was designed to target ATTTACAGGTGTTTTCGATG in Tlr7. Genomic tail DNA was screened by Sanger sequencing. The genomic region around the targeted site was amplified by PCR with primers Tlr7-geneF (5′-ACTGACATATGCAAAGCATA-3′) and Tlr7-geneR (5′-ATTTCTTCCAGATGGTTCAGCCTA-3′). The resulting PCR product was purified and sequenced. During the screening of the N1 progeny, an allele with a 2 base-pair deletion was identified. The mouse was backcrossed to NOD for 1 generation, and the mutation was subsequently fixed to homozygosity. Male and female mice were used at ages ranging from 8–30 weeks. Mice were monitored for diabetes using Diastix urine glucose strips (Bayer Diagnostics, Whippany, NJ, USA). For diabetes studies, mice were monitored twice weekly and onset of diabetes was defined by two consecutive readings of >250 mg/dL. Mice were maintained in accordance with Institutional Animal Care and Use Committee Guidelines, and reported studies were approved by the Institutional Animal Care and Use Committees at the University of Iowa (0921655, approved 19 March 2019) and Medical College of Wisconsin (AUA1863, approved 23 April 2019).

### 4.2. Flow Cytometry

Spleens were removed and splenocytes dissociated using the end of a 3 mL syringe plunger through a 70 µm nylon mesh in Roswell Park Memorial Institute 1640 (RPMI) (Life Technologies, Waltham, MA, USA) supplemented with 10% fetal bovine serum, 100 U/mL penicillin, 100 µg/mL streptomycin and 50 µM β-mercaptoethanol (complete RPMI). Red blood cells were depleted through treatment with Ammonium-Chloride-Potassium (ACK) lysis buffer (Lonza, Mapleton, IL, USA). Single cell splenocyte suspensions were stained with fluorophore-conjugated monoclonal antibodies: CD11c (clone N418, eFluor450), B220 (clone RA3-6B2, PerCP-Cy5.5), TLR7 (clone A94B10, phycoerythrin (PE)), mouse IgG_1_, kappa isotype (PE), purchased from eBioscience (San Diego, CA, USA), BioLegend (San Diego, CA, USA), or BD Biosciences (San Jose, CA, USA). For intracellular staining for TLR7 (or isotype control), cells were fixed and permeabilized with the Foxp3/Transcription Factor Staining Buffer Set per manufacturer’s protocol (eBioscience). Flow cytometry data acquisition was performed on a BD LSR II (BD Biosciences) then analyzed with FlowJo software (Treestar Inc., Ashland, OR, USA). For analyses, cells were gated based on size and complexity (FSC-A by SSC-A) then to identify singlets (FSC-A by FSC-W). Singlets were subsequently gated on the CD11c^+^B220^+^ population to quantitate TLR7 expression in this population of cells.

### 4.3. Histology and Quantitation of Exocrine Gland Inflammation

Quantitation of lacrimal and salivary gland inflammation was performed as previously described [53]. Briefly, exorbital lacrimal glands and submandibular salivary glands were fixed in formalin, processed, embedded in paraffin, and 5 µm sections were stained with hematoxylin and eosin (H&E). Inflammation was quantified in a blinded manner by standard light microscopy at 10× objective using standard focus-scoring with a focus defined as an aggregate of at least 50 mononuclear cells and the focus score defined as the number of foci per 4 mm^2^ of tissue. Tissue areas were calculated by ImageJ software [54] using low magnification digital images obtained by scanning H&E-stained sections with the PathScan Enabler IV (Meyer Instruments, Houston, TX, USA). The WT lacrimal and salivary glands in Figure 1 were previously published in comparison to another KO NOD strain [21] from the same colony as the *Tlr7* KO samples to which they were compared in this study. Representative H&E-stained sections in the figure were obtained by whole-slide scans using the PathScan Enabler 5 (Meyer Instruments).

### 4.4. RNA Sequencing of Lacrimal Gland RNA and Bioinformatics Analyses

RNA was isolated from lacrimal glands per manufacturer’s protocol using RNeasy Plus Mini Kit (Qiagen, Valencia, CA, USA) and submitted to the Iowa Institute of Human Genetics (IIHG) Genomics Core Facility. Barcoded samples were pooled and sequenced using an Illumina HiSeq 4000. Reads were demultiplexed and converted from the native Illumina BCL format to fastq format using an in-house python wrapper to Illumina’s “bcl2fastq” conversion utility. FASTQ data were processed with “bcbio”, a best-practices pipeline available at the open-source “bcbio-nextgen” project (https://github.com/chapmanb/bcbio-nextgen; version 1.0.8) [55]. Reads were aligned to mm10 (genome FASTA and annotations derived from ftp://ftp.ensembl.org/pub/release-97/fasta/mus_musculus/) reference genomes using the ultra-rapid “hisat2” aligner (ver 2.1.0) [56]. Concurrently, reads were also quantified against the transcriptome using the “salmon” aligner (ver 0.9.1) [55], yielding estimated counts and values in length-normalized TPM (transcripts per million). Transcript-level abundances were converted to gene-level counts using the “tximport” package from Bioconductor [56]. Read and alignment quality control was performed with qualimap and samtools operating on the BAM alignments [57,58,59]. All samples passed quality control with ~70% of reads mapping, and ~70% of mapped reads mapping to exonic regions. Sequencing depth ranged from 48–70 M reads/sample. Inspection of the PCA plot and lacrimal gland focus scores led to dropping one outlier sample from the *Ifnar1* KO sample group (resulting in n = 3), which clustered with WT and had WT-level inflammation. No samples were dropped from the *Tlr7* KO (n = 5) or WT control (n = 3) groups. Gene-level counts were used for differential gene expression analysis with DESeq2 [60]. Prior to calculating DE genes, the counts table was filtered to exclude genes where at least two WT samples had a sum of counts less than 30. This was done to prevent extreme outlier zero counts (i.e., dropouts) within the WT replicates from creating very large fold-change artifacts. 

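The filter was applied here to the sum over the 3 WT mice, which had to reach 30 counts and kept 13937 of 19058 genes. Read as a sum of at least 30 for every pair of WT mice, it kept 12716 genes, with 4414 DE in WT compared to *Tlr7* KO and 2570 in WT compared to *Ifnar1* KO. Among the genes that were examined from Supplemental Tables S1 and S5, the lowest sum over a pair of WT mice was 31. Of the 465 genes unique to TLR7, 93 had a pair of WT mice with a smaller sum. Without a filter, 4217 genes were DE in WT compared to *Tlr7* KO and 2275 in WT compared to *Ifnar1* KO.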

Data have been deposited in NCBI’s Gene Expression Omnibus [61] and are accessible through GEO Series accession number GSE161184 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161184). DE gene expression data was analyzed using iPathwayGuide (Advaita Bioinformatics, https://www.advaitabio.com/ipathwayguide) to detect and predict significantly impacted pathways, biological processes, and molecular interactions. These analyses implement an “impact analysis” approach, which considers the direction and type of all signals on a pathway along with the position, role and type of each gene [25,62,63,64]. For analyses of enriched pathways and processes common to and unique to the two different RNA sequencing data sets (TLR7-dependent and IFNAR1-dependent), genes up-regulated at least 2-fold in WT compared to KO were analyzed with Metascape (http://metascape.org/gp/index.html#/main/step1) [65].

### 4.5. Quantitative PCR

Quantitative PCR (qPCR) was performed as previously described [23]. Briefly, lacrimal glands were isolated and stored in RNAlater (Invitrogen, Carlsbad, CA, USA). Samples were homogenized and total RNA isolated per manufacturer’s protocol using the RNeasy Plus Mini Kit (Qiagen). cDNA was generated with the SuperScript II Reverse Transcriptase Kit (Invitrogen) and random primers (Invitrogen). qPCR was performed using Power SYBR Green PCR Master Mix (Applied Biosystems, Foster City, CA, USA) and appropriate gene-specific primers (Table 5) on a QS-7 FLEX Real Time PCR System (Applied Biosystems). Number of gene transcripts were quantified based on standard curve generated with plasmid cDNA and normalized to housekeeping gene *Hk2*.

### 4.6. Statistical Analyses

Statistical analyses were performed with Prism 8.4.3 (GraphPad, San Diego, CA, USA) except for bioinformatics analyses using iPathwayGuide or Metascape as described above. Two-group comparisons of data approximating normal distribution (flow cytometry data) were performed by unpaired *t*-test with Welch’s correction for unequal variance where necessary. Two-group comparisons of non-normally distributed data (focus scores, qPCR) were performed by Mann-Whitney test. Diabetes incidence comparisons were performed by Log-rank test. *p* < 0.05 was considered significant.

## Figures and Tables

**Figure 1:**
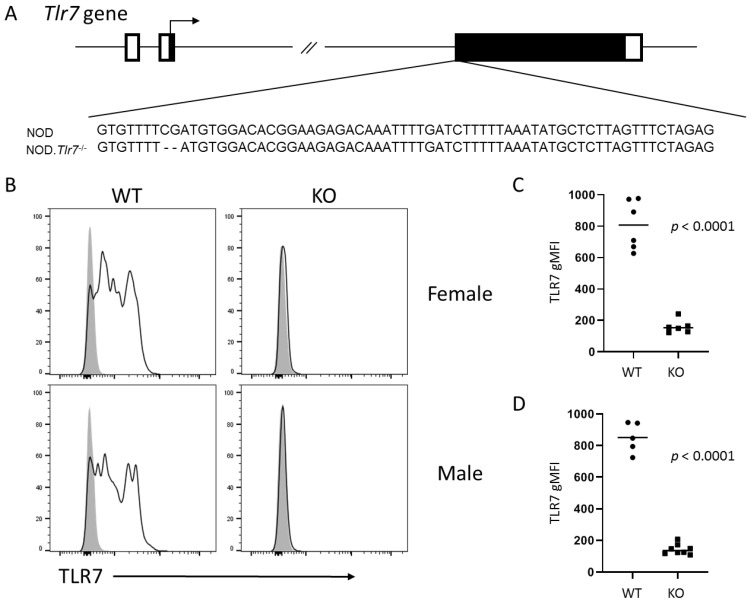
Generation and validation of *Tlr7* KO NOD mice. (**A**) Schematic of the *Tlr7* gene including the relevant sequence in wild-type NOD mice (NOD) and the 2 base-pair deletion mediated by CRISPR/Cas9 targeting of *Tlr7* in NOD embryos resulting in the *Tlr7* KO (NOD. *Tlr7*^−/−^) strain used in our studies. Boxes represent exons with the filled portions representing the coding regions. (**B**) Representative flow cytometry histograms demonstrating lack of TLR7 protein in splenocytes of wild-type (WT) and *Tlr7* KO (KO) NOD females (top) and males (bottom) as indicated. Splenocytes were permeabilized for intracellular staining with a TLR7-specific (solid black lines) or an isotype control (filled gray histograms) antibody (*x*-axis). Plots are gated on CD11c^+^B220^+^ singlets and are normalized to mode (*y*-axis). (**C**,**D**) Cumulative quantitation (geometric mean fluorescence intensity, gMFI) of TLR7 expression in cells represented in (**B**) from female (**C**) or male (**D**) WT or *Tlr7* KO NOD mice. Symbols represent individual mice (5–8 per group), lines are means. *p*-value by unpaired *t*-test with Welch’s correction for unequal variance where necessary.

**Figure 2:**
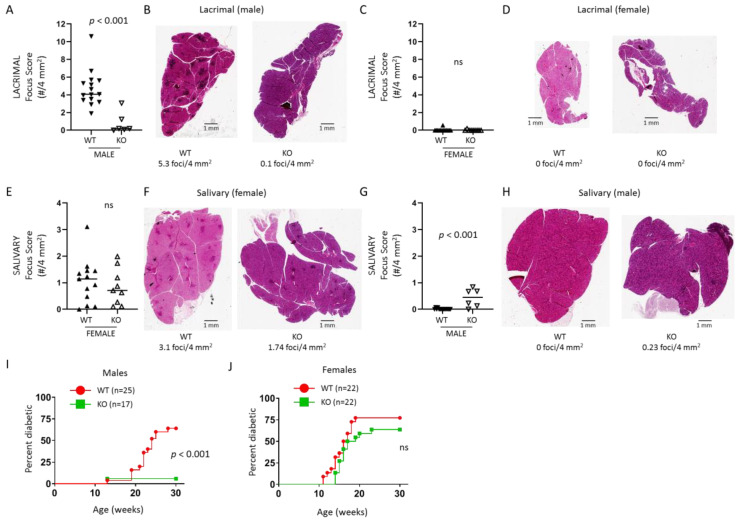
Male *Tlr7* KO NOD mice are protected from lacrimal gland autoimmunity and T1D development. (**A**,**C**) Quantitation of lacrimal gland inflammation in 10-week-old WT or *Tlr7* KO male (**A**) or female (**C**) mice. Focus score equals number of inflammatory foci (minimum of 50 mononuclear cells per focus) per 4 mm^2^. Symbols represent individual mice (males: n = 15 WT, n = 6 *Tlr7* KO; females: n = 13 WT, n = 9 *Tlr7* KO), lines are medians. *p*-value by Mann-Whitney test. (**B**,**D**) Representative hematoxylin and eosin (H&E) stained sections of lacrimal glands from (**A** or **C**) as indicated below each image. Scale bars are 1 mm. (**E**,**G**) Quantitation of sialadenitis in 10-week-old WT or *Tlr7* KO female (**E**) or male (**G**) mice. Symbols, lines, scale bars, and *p*-value as in (**A**). ns, not significant. (**F**,**H**) Representative H&E-stained sections of salivary glands from (**E** or **G**) as indicated. (**I**,**J**) T1D incidence of male (**I**) and female (**J**) WT and *Tlr7* KO mice with indicated *p*-value by Log-rank test. ns, not significant.

**Figure 3:**
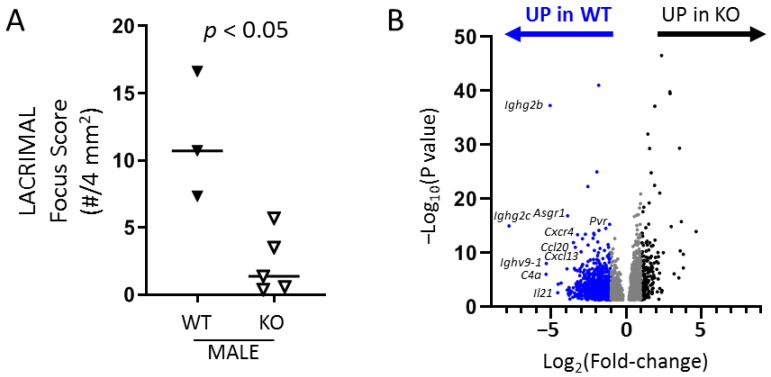
Identification of DE genes up-regulated in lacrimal glands of WT compared to *Tlr7* KO NOD mice. Lacrimal glands were isolated from 20–22-week-old WT (n = 3) or *Tlr7* KO (n = 5) NOD mice. One gland from each mouse was prepared for histological analyses to quantify inflammation. The other gland was used for RNA sequencing studies. (**A**) Quantitation of lacrimal gland inflammation by focus-scoring as in Figure 1. Symbols represent individual mice, lines are medians. *p*-value by Mann-Whitney test. (**B**) Volcano plot of DE genes in lacrimal glands of NOD mice with genes up-regulated in WT or KO as indicated above the graph. Dots represent individual genes with blue indicating at least 2-fold up-regulation in WT and black indicating at least 2-fold up-regulation in KO. Gray genes are up-regulated with fold-change less than 2. Select genes up-regulated in WT are indicated to the left of their respective data points (except *Ighg2c*, which is above the data point).

**Figure 4:**
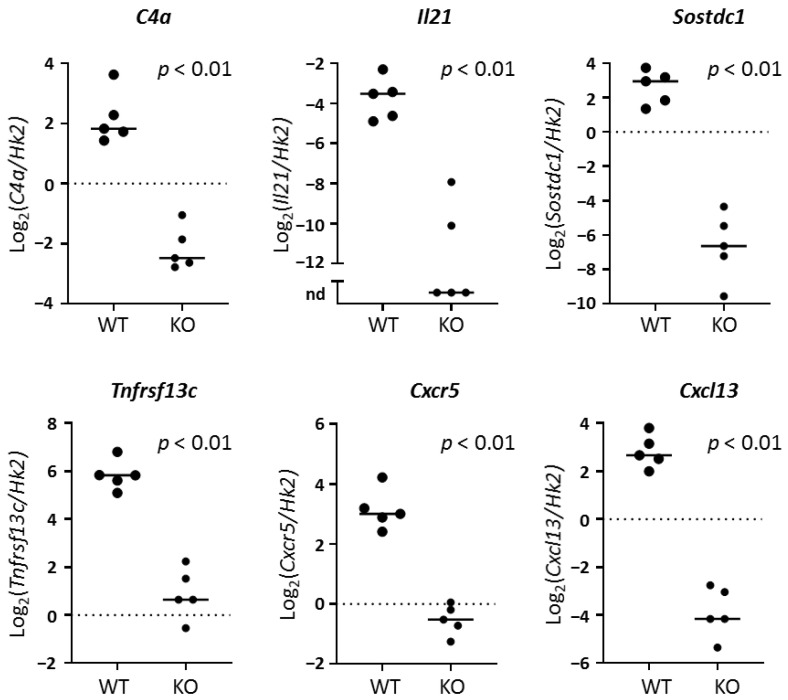
Validation of immune genes up-regulated in WT compared to *Tlr7* KO lacrimal glands. Graphs depict log-transformed relative expression of indicated genes normalized to housekeeping gene *Hexokinase 2* (*Hk2*) in lacrimal glands of 20–21-week-old male WT (n = 5) or *Tlr7* KO (n = 5) NOD mice (*x*-axis). Symbols represent individual mice. Solid lines are medians. Broken lines represent *y*-axis zero-value for reference given the different *y*-axis ranges. *p*-values by Mann-Whitney test. nd, not detected.

**Figure 5:**
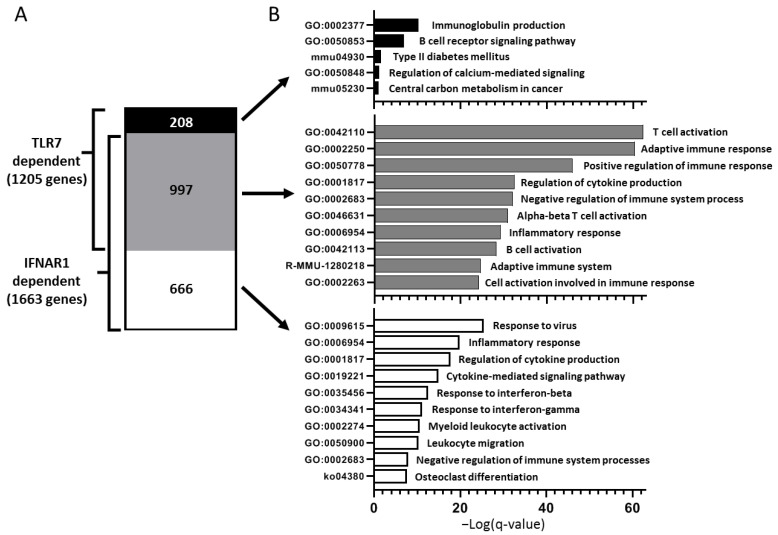
Overlapping and unique roles for TLR7 and IFNAR1 signaling in lacrimal gland inflammation. (**A**) Vertical slices graph of DE genes up-regulated at least 2-fold in lacrimal glands of WT compared to either *Tlr7* KO (TLR7-dependent) or *Ifnar1* KO (IFNAR1-dependent) NOD mice demonstrating those genes unique to the TLR7 data set (black), common to both data sets (gray), or unique to the IFNAR1 data set (white). (**B**) Bar graphs depict the enrichment clusters of processes and pathways (GO, KEGG, Reactome) based on genes from the three different categories in (**A**) as indicated. *X*-axes represent the negative log of the q-value, calculated using Benjamini–Hochberg procedure, and are on the same scale as indicated at the bottom.

**Figure 6:**
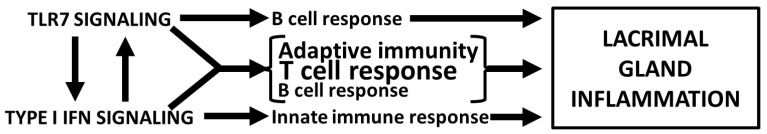
Complex roles of TLR7 and type I IFN in the development of lacrimal gland inflammation. TLR7 signaling drives a type I IFN response, and type I IFN signaling is associated with increased *Tlr7* expression in male NOD mouse lacrimal glands. Each of these signals also drives different aspects of the immune response including TLR7 driving a B cell response and type I IFN driving an innate immune response. TLR7 and type I IFN signals together drive a more robust adaptive immune response dominated by a T cell response. Together these signals lead to focal lymphocytic inflammation within lacrimal glands that characterizes SS.

**Table 1:** Top 20 DE genes up-regulated in lacrimal glands of WT mice compared to *Tlr7* KO mice ^1^.

Protein Name	Gene Symbol	Ensembl ID	LogFC	*p*-Value ^2^
Immunoglobulin heavy constant gamma 2C	*Ighg2c*	ENSMUSG00000076612	−7.82263	9.82 × 10^−16^
Complement 4a	*C4a*	ENSMUSG00000015451	−5.34572	8.51 × 10^−7^
Immunoglobulin heavy variable 9-1	*Ighv9-1*	ENSMUSG00000096805	−5.33515	8.83 × 10^−9^
Immunoglobulin heavy constant gamma 2B	*Ighg2b*	ENSMUSG00000076613	−5.07854	4.75 × 10^−38^
Interleukin-21	*Il21*	ENSMUSG00000027718	−4.57119	0.002267
Glutamate decarboxylase 1	*Gad1*	ENSMUSG00000070880	−4.54398	5.80 × 10^−5^
RIKEN cDNA G530011O06 gene	*G530011O06Rik*	ENSMUSG00000072844	−3.95434	8.40 × 10^−8^
histocompatibility 2, O region beta locus	*H2-Ob*	ENSMUSG00000041538	−3.94349	0.000705
Asialoglycoprotein receptor 1	*Asgr1*	ENSMUSG00000020884	−3.90959	1.26 × 10^−17^
Junctional cadherin complex regulator	*Jhy*	ENSMUSG00000032023	−3.86272	0.003172
Receptor-type tyrosine-protein phosphatase V	*Ptprv*	ENSMUSG00000097993	−3.81638	0.006741
Sclerostin domain containing 1	*Sostdc1*	ENSMUSG00000036169	−3.81371	0.000239
Mitogen-activated protein kinase kinase kinase 19	*Map3k19*	ENSMUSG00000051590	−3.78867	0.001609
B cell activating factor receptor (BAFF-R)	*Tnfrsf13c*	ENSMUSG00000068105	−3.77041	0.00071
Alpha-1-antitrypsin 1-1	*Serpina1a*	ENSMUSG00000066366	−3.76237	0.032582
Hepatitis A virus cellular receptor 1	*Havcr1*	ENSMUSG00000040405	−3.72396	0.003191
C-X-C motif chemokine receptor 5	*Cxcr5*	ENSMUSG00000047880	−3.63713	0.001409
carbohydrate sulfotransferase 3	*Chst3*	ENSMUSG00000057337	−3.53362	0.000264
Fc receptor-like 1	*Fcrl1*	ENSMUSG00000059994	−3.52988	0.000323
Polyunsaturated fatty acid (12S)/(13S)-lipoxygenase, epidermal-type	*Alox12e*	ENSMUSG00000018907	−3.51249	1.13 × 10^−12^

^1^ DE, differentially expressed; FC, fold-change (KO relative to WT); KO, knockout; WT, wild-type. ^2^ *p*-value adjusted for multiple comparisons by Benjamini–Hochberg procedure.

**Table 2:** Pathways enriched in WT lacrimal glands **^1^**.

Pathway	DE Genes/Total	*p*-Value ^2^
Cell adhesion molecules	66/101	4.34 × 10^−10^
Cytokine-cytokine receptor interaction	76/139	3.63 × 10^−6^
Antigen processing and presentation	39/63	3.63 × 10^−6^
Phagosome	71/131	1.04 × 10^−5^
Human T cell leukemia virus 1 infection	93/200	7.06 × 10^−5^
Natural killer cell mediated cytotoxicity	41/77	0.000132
Complement and coagulation cascades	27/45	0.000173
Leukocyte transendothelial migration	46/88	0.000248
Hematopoietic cell lineage	41/69	0.000349
Viral myocarditis	40/56	0.000494

^1^ DE, differentially expressed, WT, wild-type. ^2^ *p*-value with Bonferroni correction for multiple comparisons.

**Table 3:** Top DE genes in cell adhesion molecules pathway ^1^.

Gene	Ensembl ID	LogFC	*p*-Value ^2^
*H2-Ob*	ENSMUSG00000041538	−3.94349	0.000705275
*Cd22*	ENSMUSG00000030577	−3.31601	0.000119483
*Glycam1*	ENSMUSG00000022491	−3.13053	0.01223442
*Pdcd1*	ENSMUSG00000026285	−3.08293	2.57387 × 10^−6^
*H2-Oa*	ENSMUSG00000024334	−3.06688	0.000401944
*Sell*	ENSMUSG00000026581	−2.80719	0.008678722
*Cd2*	ENSMUSG00000027863	−2.76434	0.010163565
*H2-DMb2*	ENSMUSG00000037548	−2.76392	0.001751811
*H2-Q7*	ENSMUSG00000060550	−2.59737	0.018849387
*Ctla4*	ENSMUSG00000026011	−2.56514	0.010040012

^1^ DE, differentially expressed; FC, fold-change (KO relative to WT). ^2^ *p*-value with Bonferroni correction for multiple comparisons.

**Table 4:** Top DE genes in cytokine-cytokine receptor interaction pathway ^1^.

Gene	Ensembl ID	LogFC	*p*-Value ^2^
*Il21*	ENSMUSG00000027718	−4.57119	0.002267
*Tnfrsf13c*	ENSMUSG00000068105	−3.77041	0.00071
*Cxcr5*	ENSMUSG00000047880	−3.63713	0.001409
*Ccl20*	ENSMUSG00000026166	−3.39023	0.000001
*Cxcr4*	ENSMUSG00000045382	−3.24664	0.000001
*Cxcl13*	ENSMUSG00000023078	−3.00501	0.000001
*Ccr6*	ENSMUSG00000040899	−2.91986	7.71 × 10^−5^
*Tnfsf8*	ENSMUSG00000028362	−2.73458	0.00033
*Ccl19*	ENSMUSG00000071005	−2.70432	0.02331
*Ltb*	ENSMUSG00000024399	−2.64806	0.002418

^1^ DE, differentially expressed; FC, fold-change (KO relative to WT). ^2^ *p*-value with Bonferroni correction for multiple comparisons.

**Table 5:** Primer sequences for qPCR analyses.

Target	Sequence	References
*Tnfrsf13c* Fwd	AGATGGGCATGGTGGTACACA	[66]
*Tnfrsf13c* Rev	TGGAACTTGCTATGTAGACCAGGAT	
*Il21* Fwd	GGACAGTGGCCCATAAATCA	[62]
*Il21* Rev	CAGGGTTTGATGGCTTGAGT	
*Cxcr5* Fwd	TGGCCTTCTACAGTAACAGCA	[63]
*Cxcr5* Rev	GCATGAATACCGCCTTAAAGGAC	
*Sostdc1* Fwd	CACCCTGAATCAAGCCAGGA	[64]
*Sostdc1* Rev	TAGCCTCCTCCGATCCAGTT	
*C4a* Fwd	AAACTCAGAATCTTCAGCACAA	
*C4a* Rev	GGAAGAAAGATGGCTCTTTTG	
*Cxcl13* Fwd	CATAGATCGGATTCAAGTTACGCC	[67]
*Cxcl13* Rev	TCTTGGTCCAGATCACAACTTCA	
*Hk2* Fwd	CCCTGTGAAGATGTTGCCCAC	[68]
*Hk2* Rev	TGCCCATGTACTCAAGGAAGT	

## Supplementary Materials

Supplementary Materials can be found at https://www.mdpi.com/1422-0067/21/24/9478/s1. Supplemental Table S1. Full DE gene list represented by Figure 3B volcano plot. Supplemental Table S2. Full list of enriched pathways. Supplemental Table S3. Full list of DE genes in cell adhesion molecules pathway. Supplemental Table S4. Full list of DE genes in cytokine-cytokine receptor interaction pathway. Supplemental Table S5. 

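Supplemental Table S5 sorts the genes of the paper's comparison into those unique to TLR7, common to both data sets and unique to IFNAR1, and its genes were looked up in the categories computed here. Of the 208 genes that the paper gives as unique to TLR7, 150 were unique to TLR7 here, 20 common, 3 unique to IFNAR1 and 35 in none. The median log2 fold change of the 208 genes in *Ifnar1* KO was -0.82. Of its 997 common genes, 811 were common here, 127 unique to TLR7, 30 unique to IFNAR1 and 29 in none. Of its 666 genes unique to IFNAR1, 328 were unique to IFNAR1 here, 57 common, 24 unique to TLR7 and 257 in none. Among the paper's 208 genes were 46 of the immunoglobulin list and none of the B cell list, of which 20 were among its common genes.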

Full list of DE genes in each category represented in Figure 5A.

## Abbreviations

DE	Differentially expressed
FC	Fold-change
H&E	Hematoxylin and eosin
IL-21	Interleukin-21
IFN	Interferon
KO	Knockout
MFI	Mean fluorescence intensity
NOD	Nonobese diabetic
PBMC	Peripheral blood mononuclear cell
SS	Sjögren syndrome
TLR	Toll-like receptor
T1D	Type 1 diabetes
WT	Wild-type

How the deposited data were processed for this re-analysis (not part of the article)

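RNA sequencing of whole lacrimal glands from 3 WT, 5 *Tlr7* KO and 3 *Ifnar1* KO NOD mice was examined, with 1 library per mouse. The paper gives an age of 20 to 22 weeks for the WT and *Tlr7* KO mice, and none for the *Ifnar1* KO mice in the text used here. The authors sequenced the libraries on an Illumina HiSeq instrument, quantified transcripts with salmon and summed them to genes with tximport. The estimated counts used here were made by the authors in this way before the files were deposited. The main table holds these estimated counts for 19058 genes, rounded to whole numbers. It is named as normalized, but its columns differ in total as libraries of unequal depth do, so it was used as counts. A second deposited table holds whole-number counts for 39017 genes and served as an alternative. Each column was matched to its sample by its name and the sample title. Between the tables, columns of the same mouse correlated at 0.727 to 0.891, and columns of different mice at no more than 0.557. A further column for an *Ifnar1* KO mouse, for which there is no sample, was not used.

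The WT libraries had 20512315 to 27174764 counts assigned to genes, the *Tlr7* KO libraries 24857275 to 28814250 and the *Ifnar1* KO libraries 25542645 to 26845375. The second table had 12233586 to 16621073 counts per library. A group whose mice all had 3 counts or fewer for a gene was taken to be at the floor for it. A change into the floor is given as at least the fold change that 3 counts allow. This precision covers counting error only, and the spread between mice is given as SD.

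R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with a summed count of at least 30 over the WT mice were tested in each comparison. TMM scaling and edgeR's quasi-likelihood test were used in separate fits of WT and *Tlr7* KO, of WT and *Ifnar1* KO, and of *Ifnar1* KO and *Tlr7* KO mice. No batch was modelled. All gene p values were adjusted by the Benjamini-Hochberg method over the genes tested, and tests are two-sided unless stated. A DE gene had an adjusted p under 0.05. The lists of Figure 5A further required a change of at least 2-fold. A gene was called unique to TLR7 or to IFNAR1 when it was on 1 of the 2 lists of genes up-regulated in WT, and common when it was on both. Genes whose groups do not overlap were counted, with the share of genes that chance gives for groups of that size. CPM were computed with the TMM factors. Annotation is GENCODE release M21 on GRCm38.

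Genes are named by a rule. It takes *Tlr7*, *Ifnar1*, the genes of Tables 1, 3 and 4, of Figure 3B and of Figure 4, *Hk2*, and the genes that the Discussion mentions as measured in these glands. To these it adds, per comparison and direction, the 5 DE genes with the largest fold change among those with at least 2-fold change, no overlap between groups and a mean of at least 10 CPM in the higher group, and the 3 most abundant genes of each list. Any other gene is said to have been chosen after its values were seen.

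The 7 gene lists were B cell, plasma cell, T cell, interferon-stimulated, myeloid, gland epithelial and immunoglobulin genes, with the genes of Tables 1, 3 and 4 left out and no gene on more than 1 list. All marker lists used here were written from general knowledge, without a database, so their membership is uncertain. Each list was tested in 3 comparisons with limma's camera, with a correlation between genes of 0.01 and adjustment over the 21 tests. Membership in the categories of Figure 5A was tested with a one-sided Fisher's exact test, adjusted over 21 tests. That test counts genes as independent, while genes of a list vary together across mice, so its p values overstate the evidence. A score, the mean log2 CPM of the list with a prior count of 2, was compared between groups with a two-sided exact permutation test. The smallest p that it can reach is 0.0179 for 3 mice against 5 and 0.1 for 3 against 3. A further 7 lists were added after values of single genes had been seen. They are clock genes in phase with *Dbp*, clock genes in antiphase to *Dbp*, lipogenic, adipocyte, muscle, salivary gland and Y chromosome genes.

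Of the 7 lists, the plasma cell genes had a median log2 fold change of -1.01 in *Tlr7* KO (adjusted p = 0.279) and -0.45 in *Ifnar1* KO (adjusted p = 0.364). The gland epithelial genes had 0.24 and 0.26 (adjusted p = 0.27 for each), and these signs turned to -0.27 and -0.06 after scaling by library size only. *Mzb1*, *Pou2af1* and *Slamf7* of the plasma cell list were common (adjusted p = 0.0706, Fisher's exact test), *Krt19* of the epithelial list was common and *Muc1* was unique to IFNAR1, all named after their values were seen.

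The groups, comparisons, main test, cut-offs and gene filter were chosen before the data were examined. So were the 7 lists and these alternatives: DESeq2, RLE size factors, library size only, edgeR's filterByExpr, no gene filter, a sum of 30 counts for every pair of WT mice, all 11 mice in a single fit, each mouse left out in turn, replicate number as a block, an adjusted p under 0.01, glmTreat against 2-fold, limma's fry, camera with an estimated correlation and a prior count of 0.5. The second count table, DESeq2 with all 11 mice and the filter on WT pairs, and a correction for GC content and transcript length were added afterwards. An alternative with limma-trend on a normalized table was not run, since the second table holds counts that are not normalized.

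The direct comparison of the knockouts, other splits of the mice into groups of the same sizes, and unchanged groups that share their WT mice, simulated or dealt at random from the real mice less their group means, were used to examine each pattern. The chain was tested on simulated data in which 200 of the 13937 genes were changed 4-fold. It found 198, 187 and 196 of them in the 3 comparisons, with 14, 16 and 15 false calls. The changed genes were drawn from genes with high counts, with equal numbers raised and lowered, and the simulated genes varied independently. The recovery therefore says nothing about genes with few counts or about genes that vary together across mice. Flow cytometry, histology, quantitative PCR and diabetes incidence were not analysed here.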

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

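The tests of immune cell content, B cells, plasma cells, WT 2, time of day, the scaling of the clock genes, muscle and the shared WT mice were chosen only after the result was seen.

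Between the knockouts, which the paper did not compare directly, the interferon-stimulated genes had a median log2 difference of 2.41 (higher in *Tlr7* KO, camera adjusted p = 6.8e-33), with all 33 genes higher in *Tlr7* KO and 16 DE, 32 when adjusted over the list alone. Every *Tlr7* KO mouse had a higher score than every *Ifnar1* KO mouse (exact permutation p = 0.0179, two-sided). The tables argue against several technical explanations. The difference was at least 2.20 over the scalings, 2.50 in the other count table, 2.35 after the correction for GC content and length and 2.11 or more with each mouse left out. If these genes scale with immune cell content, fewer immune cells in *Ifnar1* KO glands are also argued against as the whole cause. That such scaling holds was not tested. The score relative to the mean immune score (B cell, T cell and myeloid) still differed by 1.32 (exact permutation p = 0.0179). This relative score was -0.0591, -0.318 and 0.24 in the WT mice, -0.305, -0.151 and 0.447 in *Ifnar1* KO and between 0.922 and 1.97 in *Tlr7* KO. On this measure *Ifnar1* KO does not lie below WT, and the difference comes from *Tlr7* KO lying above both. Before the immune score was subtracted, the mean score was 2.57 in WT, 2.24 in *Tlr7* KO and -0.10 in *Ifnar1* KO. There the group that stood apart was *Ifnar1* KO, so the relative score alone does not show a rise in *Tlr7* KO. A part of the difference of 2.41 may therefore come from cell content, and effects of the knockouts within the cells stay open and untested.

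The immunoglobulin genes had a median log2 difference of -0.95 between the knockouts (lower in *Tlr7* KO, camera adjusted p = 7.3e-14), with 136 of 160 genes lower and 5 DE, 12 when adjusted over the list alone. With genes at the floor set to their bound it was -0.94. The score was lower in every *Tlr7* KO mouse (exact permutation p = 0.0179). The value nearest 0 over the scalings was -0.94. It was -1.01 in the other count table and -0.83 after the correction for GC content and length, which argues against these explanations. Leaving out *Ifnar1* KO 2 gave -0.52, the value nearest 0, so a single mouse does not carry the whole difference, though it moved the median by more than 1.5 times. The score of *Ifnar1* KO 2 was 1.70, against 0.746 and 0.748 in the other *Ifnar1* KO mice. Salivary gland genes were also high in *Ifnar1* KO 2 (*Bpifa2* at 1660 CPM), and whether such tissue raised its score was not tested. WT 3, with *Bpifa2* at 1890 CPM, had a score of 1.62, against 1.69 in WT 1 and 1.23 in WT 2. Fewer B cells in *Tlr7* KO cannot be told apart from lower transcription per cell. The B cell genes had a median 0.88 higher there, but the scores of the mice overlapped (exact permutation p = 0.25). Fewer plasma cells cannot be told apart from lower transcription per cell, since 6 of 10 plasma cell genes were lower and 4 higher. A lower number of antibody-secreting cells in *Tlr7* KO glands may be part of the cause.

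The B cell genes had a median log2 difference of 0.88 (higher in *Tlr7* KO, camera adjusted p = 0.000862), with 21 of 22 higher, 0 DE, also when adjusted over the list alone, and 3 at an unadjusted p under 0.05. The B cell median was 0.38 without *Tlr7* KO 2, 0.42 without *Ifnar1* KO 3 and 1.80 without *Ifnar1* KO 2. For the T cell genes it was 1.00 (adjusted p = 1.71e-05), with 24 of 25 higher, 0 DE and 1 at an unadjusted p under 0.05, 0.58 without *Tlr7* KO 2 and 2.13 without *Ifnar1* KO 2. The B cell and T cell scores did not separate the groups (exact permutation p = 0.25 and 0.214). The myeloid genes had a median of 0.99 (adjusted p = 1.13e-13), with all 23 higher, 18 at an unadjusted p under 0.05, 18 DE when adjusted over the list alone, and *Cx3cr1* and *Fcer1g*, named after their values were seen, DE when adjusted over all genes. Their score separated the groups (exact permutation p = 0.0179). The fry test had adjusted p values of 0.307, 0.237 and 0.0528 for the 3 lists. A difference in the size of the infiltrate between the 8 mice would move these 3 lists alike. The design gives no measure of it in the same glands, so no biological explanation was tested for these 3 lists.

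The direct comparison gave 211 DE genes. Of the 56 splits of the 8 mice into 3 and 5, 1, the real one, gave as many. Variants carried along with the edited genes, acting on genes of the same chromosome, are argued against as the whole cause. Of the 207 DE genes with a known chromosome, 19 lay on X and 16. Chromosomes X and 16, which hold *Tlr7* and *Ifnar1*, had 8 of 446 and 11 of 431 tested genes DE, 19 against 13.3 expected. The lowest adjusted p was 0.601 (one-sided Fisher's exact test per chromosome). A test of whole chromosomes cannot exclude a short linked stretch, and effects of such variants on genes elsewhere were not tested. Variants of single genes there may still contribute.

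In both knockouts 108 genes were at least 2-fold up-regulated relative to WT, which the paper does not describe. Over the scalings the fewest still called were 19, with library size only, so the number depends on scaling. There were 63 genes still called in the other count table, which argues against reads split between paralogs for most of them. By estimate 158 genes were at least 2-fold higher in both, against 39 to 59 in 20 sets of simulated unchanged mice, in which genes do not vary together. When the mice, each less its group mean, were dealt at random into groups of the same sizes, 7 of 100 deals gave as many. With a random sign for each mouse, added after the 7 was seen because a group dealt whole sums to 0, 4 of 100 did. The shared WT mice may therefore explain a part of the 108, which is not settled by these values, and so may the choice of scaling. No biological explanation was tested.

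Clock genes in phase with *Dbp* had a median log2 fold change of 0.91 in *Tlr7* KO and 0.93 in *Ifnar1* KO, and clock genes in antiphase had -1.54 and -1.05. *Dbp* itself, chosen after its values were seen, had 2.32 (adjusted p = 0.0226) and 2.58 (adjusted p = 0.0411). The camera test of the lists had adjusted p values of 0.142 and 0.344 in *Tlr7* KO and 0.0349 and 0.384 in *Ifnar1* KO, where the fry test had 0.167 and 0.403. The score of each list separated WT from *Tlr7* KO without overlap (exact permutation p = 0.0179, 0.094 after adjustment). Without WT 2 the medians were 0.65 and -0.67 in *Tlr7* KO and 0.74 and -0.25 in *Ifnar1* KO. The antiphase list then held 4 genes in place of 5. With all mice and the filter on WT pairs, which also left 4 antiphase genes, their medians were -1.14 in *Tlr7* KO and -0.72 in *Ifnar1* KO. The smaller antiphase shift without WT 2 therefore cannot be put down to that mouse alone. On the full lists WT 2 still stood apart, with an in-phase score of 2.16 and an antiphase score of 3.33. These scores were 3.16 and 1.85 in WT 1 and 3.04 and 2.11 in WT 3, so much of the shift rests on WT 2. With library size only the medians were 0.32 and -1.89 in *Tlr7* KO and 0.62 and -1.18 in *Ifnar1* KO, so the size of each shift depends on scaling. Scaling as the whole cause is argued against in *Tlr7* KO. There the in-phase score less the antiphase score of each mouse, in which scaling cancels, was 1.76 higher than in WT (exact permutation p = 0.0179). In *Ifnar1* KO it was 1.74 higher, with mice from 1.87 to 2.26 against -1.17 in WT 2, 0.931 in WT 3 and 1.31 in WT 1. Since scaling cancels in this measure, these values argue against scaling as the whole cause there too. Whether the difference exceeds chance is not settled, since 3 mice against 3 allow no p under 0.1. A candidate explanation is a different time of day at collection of WT and KO glands, for which the opposite change of the antiphase genes (-1.54) is what it needs. Collection times were not used here, and an effect of the knockouts on the clock stays open and untested.

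The muscle genes had a score of 4.94 in *Tlr7* KO 4, far above the other *Tlr7* KO mice. All 8 genes were at least 10 times their median over the libraries in that mouse, where *Acta1* was the most abundant (77.1 CPM). They were as well in WT 1 and WT 2, where *Myh4* had 116 and 96.5 CPM. None of the 8 is expressed in every gland. Adjacent muscle in the collected tissue may be the source. No biological explanation was tested.

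Single *Tlr7* KO mice stood apart for 3 genes. *Fcrla* had 3.26 CPM in *Tlr7* KO 2, the mouse with the highest B cell score of its group (1.61). *Gm12883* had 46.9 CPM in *Tlr7* KO 5, where its count of 888 lies close to the 864 of the next mouse and the TMM factor of 0.687 makes the distance. *Ighg2c* had 0.634 CPM in *Tlr7* KO 5, from 12 counts against 1 to 3 in the others. Of 71 groups of 5 tested, 4 stood apart in this way, and chance gives 3.6.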

How the results depend on the processing

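No test in this part was chosen only after its result was seen, apart from the other count table, DESeq2 with all 11 mice and the filter on WT pairs, and the correction for GC content and transcript length. The cause of the changes below was not tested unless one is given. For single genes other than *Tlr7* and *Ifnar1* there were 1564 values. Of these, 1368 kept their direction and their side of the threshold, 189 were no longer past it, 7 were newly past it and none reversed. The gene lists are not among these values, and some list medians changed sign, as given below. With RLE size factors, all 69 of these values, and the tested values of the comparisons, kept their direction and side, and the counts stayed within 1.5 times.

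With DESeq2, 570 genes differed between the knockouts (211 with edgeR), and there were 50 genes unique to TLR7 that differ between the knockouts and 147 genes unique to IFNAR1 that differ between the knockouts. Then 0 T cell genes were unique to TLR7. The immunoglobulin genes had a median of -0.46 in *Ifnar1* KO (immunoglobulin genes, set test, WT vs Ifnar1 KO, adjusted p = 0.122).

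Scaling by library size only moved the median of all genes by construction, to -0.54 in *Tlr7* KO, -0.31 in *Ifnar1* KO and -0.19 between the knockouts. The correction for GC content and length moved it to 0.137, 0.237 and -0.0676. With library size only, 998 genes were DE in WT compared to *Ifnar1* KO. There were 2857 genes at least 2-fold up in WT vs Tlr7 KO, 892 genes at least 2-fold up in WT vs Ifnar1 KO, 73 in *Tlr7* KO and 31 in *Ifnar1* KO. Then 2027 genes were unique to TLR7, of which 56 differed between the knockouts, and 62 to IFNAR1, of which 13 differed. In the lists, 11 B cell genes were unique to TLR7, past the threshold, 3 plasma cell genes were common (adjusted p = 0.0484) and 0 myeloid genes were unique to IFNAR1. Medians of the gland epithelial genes turned from higher to lower, -0.27 in *Tlr7* KO, -0.063 in *Ifnar1* KO (gland epithelial genes, set test, WT vs Ifnar1 KO) and -0.17 between the knockouts, none past the threshold. Relative to the shift of all genes, they stayed higher. The immunoglobulin genes had -0.80 in *Ifnar1* KO (adjusted p = 0.344), and *Ifnar1* had -0.96 there (adjusted p = 0.0915).

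With filterByExpr, the immunoglobulin genes had a median of -0.39 in *Ifnar1* KO (immunoglobulin genes, set test, WT vs Ifnar1 KO, adjusted p = 0.0514), and the epithelial genes turned to -0.10 between the knockouts (adjusted p = 0.275). Without a filter, 7 B cell genes were unique to TLR7 and 3 plasma cell genes were common (adjusted p = 0.0175), and the immunoglobulin genes had -0.49 in *Ifnar1* KO (adjusted p = 0.0816). With the filter on WT pairs, 2 T cell genes were unique to TLR7 (adjusted p = 0.342), and the T cell score fell by 1.69 in *Tlr7* KO (exact permutation p = 0.0536).

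With all 11 mice in a single fit, where the spread is shared, 5097 genes were DE in WT compared to *Ifnar1* KO and 75 between the knockouts. Then 252 genes were unique to TLR7 and 734 to IFNAR1, of which 13 differed between the knockouts. In the lists, 4 plasma cell genes were common (adjusted p = 0.0181), 0 T cell genes were unique to TLR7 and 9 were unique to IFNAR1, past the threshold.

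The sample labels state no pairing by the numbers in the mouse names. Across genes, the correlations of same-numbered mice after removing group means lay between -0.44 and 0.34. Between the knockouts they were 0.0641, 0.34 and 0.26, so a pairing there is not excluded. A block on these numbers used only mice 1 to 3 of each group. It gave 17 DE genes in WT compared to *Tlr7* KO, 0 in WT compared to *Ifnar1* KO and 598 between the knockouts, where 3568, 3875 and 2112 had an unadjusted p under 0.05. Of the DE genes, 82.4% and 24.4% were lower in *Tlr7* KO in the first and the last comparison. Numbers up-regulated were 14 in WT relative to *Tlr7* KO, 3 in *Tlr7* KO, and 0 in either direction for *Ifnar1* KO. Then 0 genes were common, 14 were unique to TLR7 (5 differing between the knockouts) and 0 were unique to IFNAR1 (0 differing), and 0 genes of Table S3 and 2 of Table S4 were DE. In the lists, 1 immunoglobulin gene was unique to TLR7, and 0 B cell, T cell, interferon-stimulated and myeloid genes were in the categories named above. The plasma cell genes turned to 0.0036 between the knockouts (adjusted p = 0.992). With the block, *Tlr7* had -1.47 in *Tlr7* KO (adjusted p = 0.112) and -2.14 in *Ifnar1* KO (adjusted p = 0.107), and *Ifnar1* had -0.40 (adjusted p = 0.242) and -0.59 (adjusted p = 0.12).

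At an adjusted p under 0.01, 1888 genes were DE in WT compared to *Tlr7* KO, 1 in WT compared to *Ifnar1* KO and 32 between the knockouts. Up-regulated were 637 in WT relative to *Tlr7* KO, 1 in WT relative to *Ifnar1* KO and 0 in *Ifnar1* KO, where 5219 genes had an unadjusted p under 0.05. Then 0 genes were common and 1 was unique to IFNAR1, which differed between the knockouts, as did 5 of the genes unique to TLR7. There were 28 DE genes from Table S3 and 27 from Table S4. In the lists, 11 B cell genes were unique to TLR7, past the threshold, and 0 B cell, T cell and myeloid genes were common, 0 T cell genes unique to TLR7 and 0 interferon-stimulated or myeloid genes unique to IFNAR1. Values that no longer passed were the immunoglobulin genes in *Ifnar1* KO (-0.46, adjusted p = 0.0391), *Tlr7* in *Ifnar1* KO (-2.10, adjusted p = 0.0273), and *Ifnar1* in *Tlr7* KO (-0.51, adjusted p = 0.0203) and in *Ifnar1* KO (-0.61, adjusted p = 0.046).

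Tested with glmTreat against a change of 2-fold, 43 genes were up-regulated in WT relative to *Tlr7* KO, 1 in WT relative to *Ifnar1* KO, 31 in *Tlr7* KO and 0 in *Ifnar1* KO. At an unadjusted p under 0.05 there were 1171 in the *Tlr7* KO comparison and 1547 in the *Ifnar1* KO comparison. Then 43 genes were unique to TLR7, 1 to IFNAR1 and 0 were common, and 0 genes of the B cell, T cell, interferon-stimulated and myeloid lists were in the categories where they had been enriched. This test asks for more than 2-fold by construction.

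In the other count table, 3 plasma cell genes were common, past the threshold, the immunoglobulin genes had -0.38 in *Ifnar1* KO (immunoglobulin genes, set test, WT vs Ifnar1 KO, adjusted p = 0.0785) and *Ifnar1* had -0.61 there, no longer past it. The epithelial score turned to 0.024 in *Ifnar1* KO (exact permutation p = 0.9). With DESeq2, all 11 mice and the filter on WT pairs, 4936 genes were DE in WT compared to *Ifnar1* KO and 372 between the knockouts. Then 219 genes were unique to TLR7 (42 differing) and 665 to IFNAR1 (112 differing), 4 plasma cell genes were common (adjusted p = 0.0164), 0 T cell genes were unique to TLR7 and the immunoglobulin genes had -0.40 in *Ifnar1* KO (adjusted p = 0.138).

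After the correction for GC content and length, 381 genes were up-regulated in *Tlr7* KO. There were 498 genes at least 2-fold up in Ifnar1 KO vs WT and 292 genes unique to TLR7. In the lists, 3 plasma cell genes were unique to TLR7 and 6 T cell genes unique to IFNAR1, both newly past the threshold, and 1 T cell gene unique to TLR7 and 4 myeloid genes common were no longer past it. The interferon-stimulated genes had -0.29 in *Tlr7* KO, newly past the threshold, and the epithelial genes turned to -0.12 between the knockouts, not past it. *Ifnar1* had -0.31 in *Tlr7* KO and -0.33 in *Ifnar1* KO, no longer past the threshold.

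In place of camera with its preset correlation, limma's fry no longer called these medians: in *Tlr7* KO, T cell -1.79 (adjusted p = 0.0528) and myeloid -0.73 (adjusted p = 0.0791), and in *Ifnar1* KO, B cell -4.09, T cell -2.91, interferon-stimulated -2.99 and myeloid -2.04 (adjusted p = 0.0528 each) and immunoglobulin -0.46 (adjusted p = 0.315). Between the knockouts these were B cell 0.88 (adjusted p = 0.307), T cell 1.00 (adjusted p = 0.237), and myeloid 0.99 and immunoglobulin -0.95 (adjusted p = 0.0528 each). With a correlation estimated from the data, these and B cell -3.04, immunoglobulin -1.29 (both in *Tlr7* KO) and interferon-stimulated 2.41 (between the knockouts) had adjusted p values from 0.422 to 0.643. A prior count of 0.5 gave a T cell score difference of -1.77 in *Tlr7* KO (exact permutation p = 0.0536).

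Across the fits that each left out 1 mouse, from 2510 (without WT 3) to 6609 (without WT 2) genes were DE in WT compared to *Tlr7* KO, from 0 (without *Ifnar1* KO 1 or *Ifnar1* KO 3, with 4387 or 3801 at an unadjusted p under 0.05) to 4718 (without WT 2) in WT compared to *Ifnar1* KO, and from 81 (without *Ifnar1* KO 3) to 867 (without *Ifnar1* KO 2) between the knockouts. Up-regulated in WT were from 731 to 1978 genes relative to *Tlr7* KO, and there were from 0 to 2143 genes at least 2-fold up in WT vs Ifnar1 KO, with the lowest and highest numbers in these same fits. From 0 to 220 were up-regulated in *Ifnar1* KO. From 0 to 1632 genes were common, from 297 (without *Tlr7* KO 3) to 1422 (without *Ifnar1* KO 1 or *Ifnar1* KO 3) unique to TLR7 and from 0 to 613 (without *Tlr7* KO 1) unique to IFNAR1. From 11 to 36 and from 0 to 160 (without *Ifnar1* KO 2) genes of the last categories differed between the knockouts. From 30 to 64 genes of Table S3 and from 34 to 75 of Table S4 were DE, with the lowest numbers without WT 3.

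Members of the lists ranged, across the same fits, from 0 to 21 B cell, 0 to 19 T cell, 1 to 5 plasma cell and 0 to 7 myeloid genes unique to TLR7. Common were 0 to 21 B cell, 0 to 21 T cell, 0 to 4 plasma cell, 0 to 11 interferon-stimulated and 0 to 13 myeloid genes. Unique to IFNAR1 were 0 to 12 T cell, 0 to 26 interferon-stimulated and 0 to 12 myeloid genes. For the common B cell, T cell, plasma cell and myeloid genes, and for the interferon-stimulated and myeloid genes unique to IFNAR1, 0 came without WT 1, WT 3, *Ifnar1* KO 1 or *Ifnar1* KO 3, fits in which few or no genes were DE in *Ifnar1* KO. The highest numbers unique to TLR7 came without *Ifnar1* KO 1 or *Ifnar1* KO 3, and 12 T cell genes were unique to IFNAR1 without *Tlr7* KO 1, *Tlr7* KO 4 or *Tlr7* KO 5. The highest numbers of common B cell, T cell, interferon-stimulated and myeloid genes came without WT 2.

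List medians across these fits ranged from -0.93 (without WT 2) to -0.26 (without WT 3) for interferon-stimulated genes in *Tlr7* KO, from -0.77 (without *Ifnar1* KO 2) to -0.24 (without WT 1) for immunoglobulin genes in *Ifnar1* KO, and, between the knockouts, from 0.38 (without *Tlr7* KO 2) to 1.80 (without *Ifnar1* KO 2) for B cell, from -0.081 to 0.042 for plasma cell (plasma cell genes, set test, Ifnar1 KO vs Tlr7 KO) and from -0.0095 to 0.035 for epithelial genes (gland epithelial genes, set test, Ifnar1 KO vs Tlr7 KO). Scores in *Tlr7* KO differed from WT by -3.26 to -2.41 for B cell, -2.14 to -1.34 for T cell, -0.86 to -0.58 for plasma cell, -1.09 to -0.49 for myeloid and -0.073 to 0.0028 for epithelial genes (gland epithelial genes, score per sample, WT vs Tlr7 KO). In *Ifnar1* KO the epithelial score differed by -0.053 to 0.050 (gland epithelial genes, score per sample, WT vs Ifnar1 KO). Between the knockouts the scores differed by 0.47 to 1.61 for T cell, -0.19 to 0.080 for plasma cell, -0.079 to 0.0079 for epithelial and -1.03 to -0.55 for immunoglobulin genes. *Ifnar1* ranged from -0.66 to -0.42 in *Tlr7* KO and from -0.77 to -0.53 in *Ifnar1* KO, and *Tlr7* from -2.46 to -1.78 in *Ifnar1* KO.

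Depth limits the values of *Il21*, *Sostdc1* and *C4a*. Their KO mice had at most 5 counts each, so the size of a change is uncertain there.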

Differences from the paper's values

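No test in this part was chosen only after the result was seen, apart from the alternatives said below to be chosen after seeing the values.

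The number of genes unique to TLR7 was 465, against the paper's 208. None of the alternatives set before the data were examined gave the paper's number. The nearest were all 11 mice in a single fit (252), leaving out *Tlr7* KO 3 (297) and leaving out *Tlr7* KO 1 (306). The others, with 14 to 2027 genes, lay farther from it. The correction for GC content and length (292) and DESeq2 with all 11 mice and the filter on WT pairs (219) also came nearer. Both were chosen after seeing the values.

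For the genes unique to IFNAR1 the number was 429, against the paper's 666 in Supplemental Table S5. None of the alternatives set before the data were examined gave the paper's number. The nearest were DESeq2 (581), all 11 mice in a single fit (734) and leaving out WT 2 (511), *Tlr7* KO 1 (613), *Tlr7* KO 3 (593), *Tlr7* KO 4 (563) or *Tlr7* KO 5 (535). The others lay farther from it. DESeq2 with all 11 mice and the filter on WT pairs, chosen after seeing the values, gave 665.

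*C4a* had a log2 fold change of -2.84 in *Tlr7* KO, against the paper's -5.35. None of the alternatives set before the data were examined closed the gap. Their values lay between -3.31 and -2.66.

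*Gad1* had a log2 fold change of -3.31, against the paper's -4.54. Scaling by library size only (-3.97) and leaving out *Tlr7* KO 5 (-4.19), both set before the data were examined, came nearest to the paper's value without reaching it. The other such alternatives lay farther from it. Without WT 3 its adjusted p was 0.118.

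*Ptprv* had a log2 fold change of -2.88, against the paper's -3.82. None of the alternatives set before the data were examined reached the paper's value. The nearest were scaling by library size only (-3.59) and leaving out WT 2 (-3.44) or *Tlr7* KO 5 (-3.41). The replicate block (-2.89) and leaving out *Tlr7* KO 2 (-2.93) hardly moved the value, and the gap lies within their standard errors of 1.35 and 1.01 only because these are wide.

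The lowest and highest depths here were 20.5 and 28.8 M counts, against the paper's 48 and 70 M reads. The paper counts sequenced reads and the values here are counts assigned to genes, so these are different quantities. The paper also states that about 70% of reads mapped and that about 70% of these lay in exons. None of the alternatives set before the data were examined acts on depth, so they say nothing about this gap.

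The paper places *C4a* and *Il21* among the genes with the largest decreases in *Tlr7* KO. By the rule used here they are not among the first 5, since their mean in WT was under 10 CPM. The log2 fold change of *C4a* (-2.844) was also smaller in size than that of *H2-Ob* (-3.785), the last of the first 5. The paper describes the genes unique to TLR7 as enriched for B cell processes. Here 50 of the 160 immunoglobulin genes were unique to TLR7, against 5.34 expected, and 46 of the paper's 208 genes are immunoglobulin genes of the list used here. In contrast, 20 genes of the B cell list were common and 1, *Vpreb3*, was unique to TLR7, named after its value was seen. Leaving out WT 1, WT 3, *Ifnar1* KO 1 or *Ifnar1* KO 3 placed 16, 18, 21 and 21 B cell genes among those unique to TLR7, and library size only placed 11 there, no gene filter 7 and an adjusted p under 0.01 placed 11.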

Other observations

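The tests of WT 2, fewer samples, salivary gland and *C4a* were chosen only after the result was seen.

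Other splits of the mice into groups of the same sizes were fitted in the same way. Of 56 splits of the WT and *Tlr7* KO mice, 1, the real one, gave as many DE genes, 1 as many genes up-regulated in WT and 1 as many up-regulated in KO. Of 10 splits of the WT and *Ifnar1* KO mice, 1 gave as many in each of these 3 counts, and 10 splits cannot give a share under 0.1. Of 56 splits of the 8 KO mice, 2 gave as many common genes, 42 as many genes unique to TLR7 and 5 as many unique to IFNAR1. The number unique to TLR7 is therefore no larger than that of most random groups of these mice. For the genes unique to TLR7 and to IFNAR1 that differ between the knockouts, 1 split each gave as many. For the immunoglobulin genes unique to TLR7 and the interferon-stimulated genes unique to IFNAR1 the numbers were 2 and 1.

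A candidate explanation for many of the 465 genes unique to TLR7 is that fewer mice, with a wider spread, were compared in WT and *Ifnar1* KO. With all 11 mice in a single fit, 252 genes were unique to TLR7, of which 223 were among the 465. This is what that explanation needs. A biological share of TLR7-specific genes stays open, with 23 of the 465 differing between the knockouts.

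The interferon-stimulated genes were not shown to be lower in *Tlr7* KO than in WT. The score was 1.38 in WT 2 and 3.14 and 3.20 in WT 1 and WT 3. Without WT 2 the median log2 fold change was -0.93, so a lower expression in *Tlr7* KO cannot be told apart from none with 3 WT mice of this spread. On the first principal component, with 51.4% of the variance, WT 2 had -30.89 and the other WT mice -89.88 and -80.42.

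Salivary gland genes were high in single mice. In WT 3, 5 of 6 were at least 10 times their median over the libraries, with *Bpifa2* at 1890 CPM, and in *Ifnar1* KO 2 the same number was, with *Bpifa2* at 1660 CPM. In *Ifnar1* KO 1 there were 3 of 6, with *Bpifa2* at 135 CPM. Of the 6 genes, *Egf* is expressed in every gland. Salivary gland in the collected tissue may be the source. *Smr3a*, *Bpifa2*, *Klk1*, *Dcpp2* and *Dcpp1*, chosen after their values were seen, are among the genes unique to TLR7. The median of the list was -8.15 in *Tlr7* KO (-6.21 with genes at the floor set to their bound), -0.08 in *Ifnar1* KO and -7.69 between the knockouts (-5.78 with bounds). Without WT 3 it was 0.10 in *Tlr7* KO. Only 3 genes of the list then passed the gene filter, so this median covers fewer genes.

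The value of *C4a* may depend on how reads are split between *C4a* and *C4b*, since it had a log2 fold change of -0.77 in the other count table.

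The other lists had these medians in *Tlr7* KO, *Ifnar1* KO and between the knockouts: lipogenic genes 0.54, 0.49 and 0.10, adipocyte genes -0.26, -0.82 and 0.74, muscle genes -2.03, -5.74 and 3.98, and Y chromosome genes 0.0074, 0.11 and -0.11. With library size only, the lipogenic medians were -0.03, 0.08 and -0.08 and the adipocyte medians -0.80, -1.14 and 0.56, so these depend on scaling. Without WT 2 the lipogenic medians were 0.39 in *Tlr7* KO and 0.20 in *Ifnar1* KO. The muscle medians are set by single mice. Without *Tlr7* KO 4 they were -9.56 in *Tlr7* KO and -3.99 between the knockouts, and without *Ifnar1* KO 2 they were -10.21 in *Ifnar1* KO and 8.29 between the knockouts, where the scores did not differ (exact permutation p = 0.946). Between the knockouts the clock genes had -0.19 in phase and -0.23 in antiphase, the plasma cell genes -0.05 and the gland epithelial genes 0.01.

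*Ifnar1* had a log2 fold change of -0.51 in *Tlr7* KO (standard error 0.138, adjusted p = 0.0203), with an adjusted p of 0.0807 without WT 1, 0.0859 without WT 3 and 0.0526 after the GC correction (Ifnar1, WT vs Tlr7 KO). *Hk2* had 0.59 (standard error 0.105, adjusted p = 0.00384). *Cxcl1*, chosen after its values were seen, had 1.85 in *Tlr7* KO (adjusted p = 0.00179) and -0.10 in *Ifnar1* KO.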
